# Type IV collagen drives alveolar epithelial–endothelial association and the morphogenetic movements of septation

**DOI:** 10.1186/s12915-016-0281-2

**Published:** 2016-07-13

**Authors:** Maria Loscertales, Fotini Nicolaou, Marion Jeanne, Mauro Longoni, Douglas B. Gould, Yunwei Sun, Faouzi I. Maalouf, Nandor Nagy, Patricia K. Donahoe

**Keywords:** Type IV collagen, Basement membrane, Blood–gas barrier, Alveolar development, Lung epithelium, Lung vasculature, Alveolar myofibroblast migration and differentiation

## Abstract

**Background:**

Type IV collagen is the main component of the basement membrane that gives strength to the blood–gas barrier (BGB). In mammals, the formation of a mature BGB occurs primarily after birth during alveologenesis and requires the formation of septa from the walls of the saccule. In contrast, in avians, the formation of the BGB occurs rapidly and prior to hatching. Mutation in basement membrane components results in an abnormal alveolar phenotype; however, the specific role of type IV collagen in regulating alveologenesis remains unknown.

**Results:**

We have performed a microarray expression analysis in late chick lung development and found that *COL4A1* and *COL4A2* were among the most significantly upregulated genes during the formation of the avian BGB. Using mouse models, we discovered that mutations in murine *Col4a1* and *Col4a2* genes affected the balance between lung epithelial progenitors and differentiated cells. Mutations in *Col4a1* derived from the vascular component were sufficient to cause defects in vascular development and the BGB. We also show that Col4a1 and Col4a2 mutants displayed disrupted myofibroblast proliferation, differentiation and migration. Lastly, we revealed that addition of type IV collagen protein induced myofibroblast proliferation and migration in monolayer culture and increased the formation of mesenchymal–epithelial septal-like structures in co-culture.

**Conclusions:**

Our study showed that type IV collagen and, therefore the basement membrane, play fundamental roles in coordinating alveolar morphogenesis. In addition to its role in the formation of epithelium and vasculature, type IV collagen appears to be key for alveolar myofibroblast development by inducing their proliferation, differentiation and migration throughout the developing septum.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-016-0281-2) contains supplementary material, which is available to authorized users.

## Background

The lung is a complex, precisely structured organ in which the vascular network is intimately associated with epithelial-lined tubes and sacs for the prime purpose of gas exchange. In the developing lung, the specific temporal-spatial interactions between mesenchymal and epithelial cells are carefully orchestrated to permit the gradual establishment of an effective blood–gas barrier (BGB) [1, 2]. The formation of the mammalian respiratory unit is initiated during the transition between the pseudoglandular and canalicular/saccular stages and is characterized by coordinated proliferation and differentiation of epithelial and mesenchymal cells. During the saccular stage, the distal tips of the pulmonary airways dilate and primary septa form. Type I (forming the internal epithelial (alveolar) layer) and type II pneumocytes continue differentiating from primordial bronchoalveolar cells and the interstitial mesenchyme becomes thinner [3, 4]. Later, as alveolarization progresses, secondary septa develop and the microvascular network matures from a double to a single capillary network [2, 5, 6].

The essential components of the BGB were established early in evolution and are conserved among vertebrates. Only mammals and birds have a complete separation of pulmonary and systemic circulations [7]. Despite anatomical differences, the lungs of both species are functional equivalents, so the chick can serve as an effective experimental surrogate for the formation of the BGB in mammals (Fig. 1a). In contrast to later postnatal development in mammals, the pulmonary BGB in chick develops primarily in ovo prior to hatching and is characterized by a massive increase in air and blood capillaries, which develop with a progressive reduction of the lung interstitium [8, 9].

**Fig. 1:**
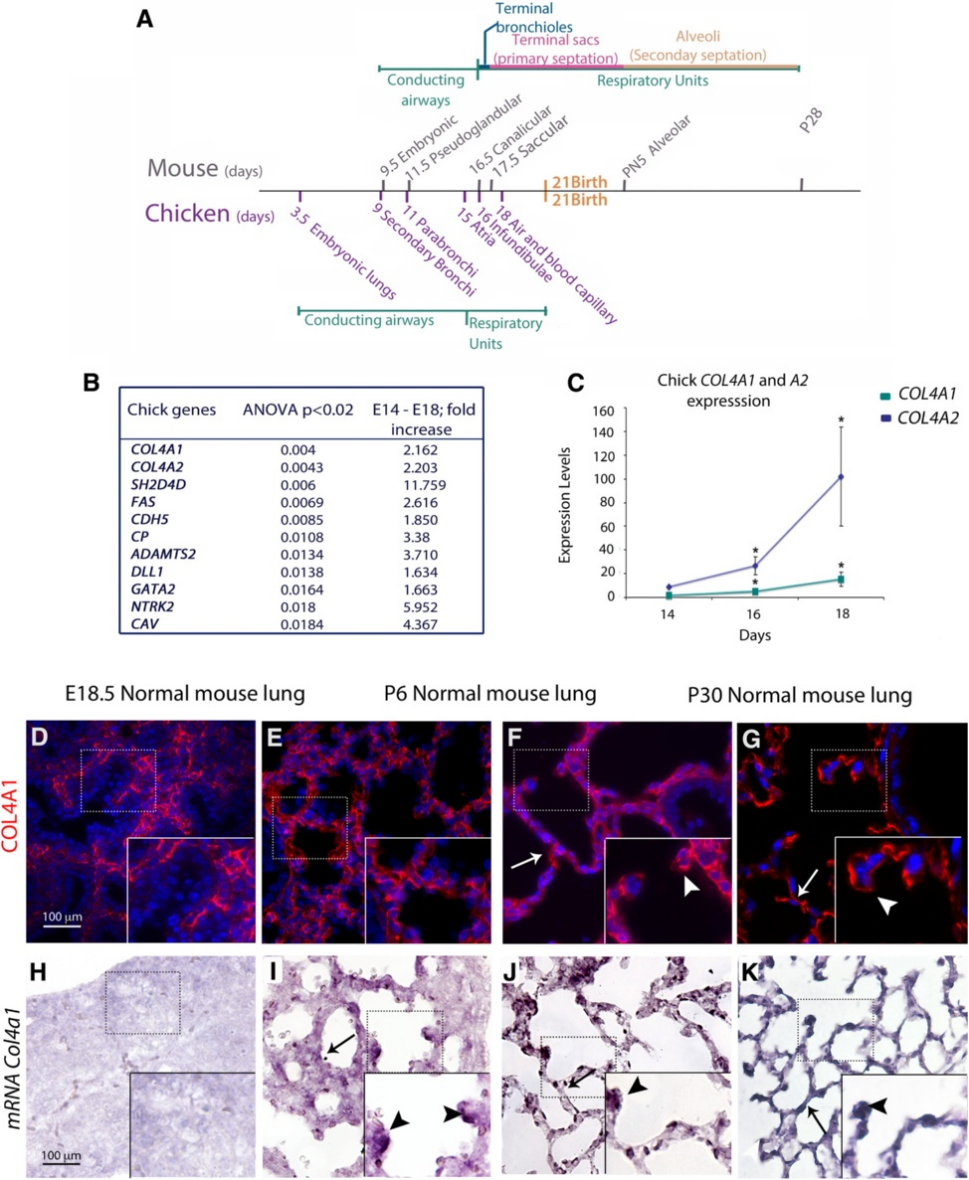
Lung development timeline and type IV collagen expression in the chicken and the mouse. **a** Mouse and chicken lung development comparative timeline. **b** Microarray analysis shows that vascular related genes, among which are *Col4a1* and *Col4a2*, show the highest significance in late chick lung development. **c** Real-time PCR shows differential expression of *Col4a1* (blue) and *Col4a2* (green) between E16 and E18 in chick lungs. *Col4a1* and *Col4a2* expression increases at E16 and E18, and is statistically significant (Wilcoxon rank-sum test *P* < 0.05) when compared to E14. Chicken *G6PDH* was used as a normalizer. **d**–**i** Type IV collagen protein and mRNA expression in the lung. **d**–*g* COL4A1 protein is found throughout the lung interstitium and epithelium (arrows) in the prenatal (E18.5) and postnatal (P6, P30) lungs but mainly in the interstitium at E16.5. At P6 and P30 murine COL4A1 protein is found at the tips of secondary septa (arrowhead in FGF). **h**–k *Col4a1* mRNA is almost undetectable by in situ hybridization at E16.5 (**h**) and is later found in a patchy distribution throughout the interstitium (arrows in **i**–**k**) with high expression at the tips of primary and secondary septa *(*arrowheads). Scale bar = 100 μm and applies to **d**–**i**

Type IV collagen is the major component of the BGB epithelial and endothelial basement membranes and is responsible for its strength [7, 10]. The most widely distributed form of collagen IV is the isoform [a1(IV)]2,a2(IV) [11–13]. Homozygous mutations of *Col4a1* and *Col4a2* (*Col4a1*^*–/–*^; *Col4a2*^*–/–*^) are lethal after mid-embryogenesis (E10.5–E11.5) because of impaired basement membrane stability [10]. Heterozygous mutants developed porencephaly with severe perinatal cerebral hemorrhage, along with ocular and renal abnormalities; pups were also often observed to be cyanotic with respiratory distress, dying soon after birth [14, 15]. Most *Col4a1*^*+/Δex41*^ heterozygous mouse mutants with deletion of exon 41 exhibited compact lungs with little or no detectable terminal air spaces [15]. *Col4a1*^*+/Δex41*^ mutations had been shown to cause an increase of intracellular accumulation and a decrease of extracellular collagen, and the decrease of extracellular type IV collagen might contribute to the abnormal angiogenesis observed in *Col4a1*^*+/Δex41*^ mutants [16, 17]. Abnormalities in vascular development are also observed in *Col4a1*^*–/–*^; *Col4a2*^*–/–*^ mutants [10].

Multiple paracrine signals between epithelium, endothelium and mesenchymal stroma direct alveolar development and need to be coordinated to ensure the proper formation of the BGB at birth [18]. The pulmonary vasculature is essential for alveoli formation, which is disrupted when angiogenesis is inhibited [19–23]. Equally important are the alveolar myofibroblasts, believed to direct alveolar septal formation by controlling elastin synthesis [24, 25]. During alveologenesis, platelet-derived growth factor receptor alpha (PDGFRα) expressing myofibroblast progenitors differentiate into alpha smooth muscle actin (α-SMA) alveolar myofibroblasts which are anchored onto the basement membrane [26–29]. Mice with defective myofibroblast differentiation and proliferation reveal phenotypes of impaired alveolar development [30–32].

Defective alveolarization is observed in immature lungs from babies born prematurely or with lung hypoplasia, and in chronic lung disease [23, 33–41]. Lung immaturity is the consequence of the arrest of lung development between the saccular and the alveolar stages, whose molecular mechanisms remain unclear despite their critical role for the formation of the gas exchange unit. Taking advantage of the rapid avian pulmonary development, we studied gene expression trends occurring mid to late in BGB formation using microarrays with *COL4A1* and *COL4A2* among the most upregulated genes. Although mutations in several basement membrane components, including *Col4a1*^*+/Δex41*^, have been reported to result in little or no detectable terminal air spaces [15, 42–44], very little is known about the role of the basement membrane or collagens in alveologenesis. We found that *Col4a1* and *Col4a2* mutations caused defects in epithelial, endothelial and mesenchymal alveolar patterning that result in an aberrant BGB combined with defective elastin deposition and septa formation. *Col4a1*^*+/Δex41*^ conditional expression in vascular cells was sufficient to cause a disorganized BGB. Finally, we determined that type IV collagen directs myofibroblast proliferation and migration, and the formation of septal-like formations in vitro. Type IV collagen appears to control the epithelial, endothelial and myofibroblast components of the alveolar unit, thereby permitting adequate gas exchange.

## Results

### Microarray analysis identifies high COL4A1 and COL4A2 expression at the time of chick BGB formation

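Expression in whole chick lung was measured on 12 NimbleGen arrays, 1 for each RNA sample of 4 embryonic stages. The authors normalized the scans by Robust Multi-array Analysis, which corrects background, equalizes the distributions of probe signals and summarizes the probes of each transcript. They deposited 1 log2 value per array for each transcript, listed by Ensembl transcript identifier without a gene name, together with 1 control of random sequence. The values ran from 3.73 to 15.98, the lower quartile of an array lay between 8.08 and 8.77, the upper quartile between 12.08 and 12.38, and the random control read between 4.40 and 5.17. The spread of the values differed between arrays. Their SD was 2.58 or more on 8 of the 12 arrays, 2.51 on E16 replicate 1, 2.44 on E15 replicate 3, 2.38 on E18 replicate 2 and 2.22 on E18 replicate 3. Across transcripts, which are not independent replicates, the correlation between arrays of 1 stage was at least 0.979 at E14, 0.920 at E15 and 0.960 at E16, and lay between 0.741 and 0.909 at E18. The number of arrays limits the precision of every comparison. From the deposited values, a mean for each stage was fitted to all 12 arrays with limma, without a filter on dim transcripts and leaving out the control. Differences were tested with its moderated F-test across the stages and with contrasts between stages, with Benjamini-Hochberg adjustment. Arrays were simulated with the observed spread of each transcript, the same at every stage and independent between transcripts. In them 200 transcripts were changed at E18 by 1 or 2 log2 units, and the F-test recovered 38.5% of these. The spread of the deposited values differed between stages, so this share is not the power of these data.

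**Figure D1:**
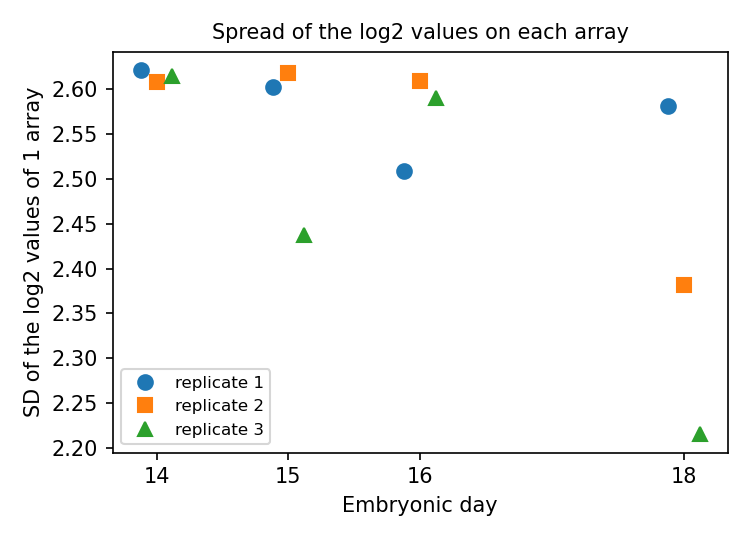
SD of the log2 values of all transcripts on each array (vertical axis, log2 units) by embryonic day (horizontal axis), with 1 marker for each of the 3 replicates of a stage. The vertical axis does not start at 0. E18 replicate 3 is lowest at 2.22, and the 3 arrays at E14 lie at 2.61 or above.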

Taking advantage of the more rapid in ovo formation of the avian BGB respiratory units (Fig. 1a), we isolated RNA from *Gallus gallus* embryonic lungs at embryonic days (E)14, 15, 16, and 18, in triplicate. The microarray data analysis showed 892 significantly differentially expressed transcripts (*P* < 0.05), corresponding to 551 unique mouse orthologs listed by Ensembl BioMart. 

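The methods' one-way ANOVA on the deposited log2 values, with Benjamini-Hochberg adjustment at 0.05, called 892 transcripts, of which 395 were higher at E18 than at E14 and 497 were lower. Without adjustment it called 4894. The moderated F-test of limma called 943 after adjustment, 463 higher and 480 lower at E18, and 696 transcripts were called by both tests. In the same limma fit, 4155 transcripts differed between E14 and E18 at an adjusted p of at most 0.05, with 1462 higher and 2693 lower at E18. That fit shares 1 spread per transcript over the stages. The median SD of a transcript was 0.528 at E18 and between 0.14 and 0.216 at the other stages, so the shared spread understates that of E18 for many transcripts. With only the arrays of E14 and E18 in the fit, which leaves fewer degrees of freedom, 211 were called. The median change of all transcripts between these stages was -0.171 on the log2 scale, and after cyclic loess normalization, where it was 0.004, 51.9% of the calls were higher at E18. On 9387 transcripts, 43.9% of all, the arrays of E14 and E18 did not overlap, where chance gives 10% for a single transcript. Transcripts are not independent replicates, and 1 ordering of the arrays can part many of them together, so this share does not measure the evidence. Between neighbouring stages fewer transcripts passed an adjusted p of 0.05. Limma called 0 between E14 and E15, where 202 had an unadjusted p under 0.05, 1 between E15 and E16, and 70 between E16 and E18. The number called across the stages depended on single arrays. It was 8558 without E18 replicate 1, 224 without E18 replicate 2, and between 268 and 588 without any 1 of the arrays of E14 or E16 or without E15 replicate 1 or 2. Between E14 and E18 it was 11895 without E18 replicate 1, and between 945 and 2642 without E15 replicate 1, E18 replicate 2 or any 1 of the arrays of E14 or E16. Between E16 and E18 it was 9523 without E18 replicate 1, between 26 and 35 without any 1 of the arrays of E14 or without E15 replicate 1 or 2, and between 3 and 7 without E16 replicate 2 or 3 or E18 replicate 2. Between E15 and E16 it stayed between 0 and 6. Of the other settings tried, array weights moved the number called across the stages most, to 17760, although the weights did not converge. The mapping to mouse orthologs was not analysed here.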

The differentially regulated genes between E14 and E18 were annotated by the Mouse Genome Informatics (MGI) VisuaL Annotation Display (Vlad) tool. The most significantly enriched Gene Ontology (GO) categories were angiogenesis (GO: 0001525) and extracellular matrix (GO: 0044421, GO: 0044421, GO: 0005615). Vascular development was among the most prominent processes at this stage (Additional file 1: Figure S1A–C). Between E14 and E18, there were 24 vascular up-regulated genes, 11 of which had ANOVA *P* < 0.02 (Fig. 1b). 

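A match of the transcripts by gene symbol, fixed beforehand, found none, since the deposited values carry no gene names. The genes were therefore named afterwards from the values printed in Fig. 1B. A transcript was given the name of a gene where it was the only one with the printed fold change between E14 and E18, rounded or truncated to the printed decimals, and with the printed p within 3%, taken as the p of the methods' test across the stages multiplied by the number of transcripts and divided by its rank. This form was chosen among 24 versions after the values were seen, so the fold change and p of a transcript named in this way are not independent of the figure. Of the 11 genes, 9 were matched to 1 transcript each, and CP and NTRK2 to none. Of 110 pairs made of the fold change of one gene and the p of another, 3 also had a transcript. All 9 transcripts were higher on each of the 3 arrays at E18 than on each of the 3 at E14, which in an exact permutation test of 3 arrays against 3 gives a two-sided p of 0.1, the smallest that this design allows. The transcript matched to COL4A1, ENSGALT00000027197, rose from 13.75 ± 0.04 (SD, n = 3) at E14 to 14.86 ± 0.08 (SD, n = 3) at E18. Its log2 fold change was 1.11 (standard error 0.12, adjusted p = 0.0011 by limma). The transcript matched to COL4A2, ENSGALT00000027208, rose from 13.08 ± 0.01 (SD, n = 3) to 14.22 ± 0.03 (SD, n = 3), a log2 fold change of 1.14 (standard error 0.12, adjusted p = 0.00112 by limma). Both changes were close to 2.2-fold. Among the other 7 transcripts the log2 fold change was largest for SH2D4D, at 3.56, followed by CAV at 2.13, ADAMTS2 at 1.89, FAS at 1.39, CDH5 at 0.89, GATA2 at 0.73 and DLL1 at 0.71. Their adjusted p by limma for this contrast ran from 0.000309 for SH2D4D to 0.00745 for DLL1. Over the alternatives, array weights apart, the adjusted p ran from 5.94e-05 to 0.0486 for COL4A1 and from 0.000101 to 0.0443 for COL4A2, and was highest when only the arrays of E14 and E18 entered the fit. In that setting CDH5, DLL1 and GATA2 no longer passed 0.05. The paper states that COL4A1 and COL4A2 were present in each of the significant GO categories, and goes on from these genes to type IV collagen in the mouse lung.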

Interestingly, the up-regulated genes *COL4A1* and *COL4A2* were present across every significant GO category identified (Additional file 1: Figure S1B). 

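On the arrays, which according to the methods carried the same RNA as the qPCR, the transcript matched to COL4A1 was at 14.43 ± 0.15 (SD, n = 3) at E16, 0.68 log2 units above E14. The transcript matched to COL4A2 was at 13.79 ± 0.18 (SD, n = 3) at E16, 0.72 above E14. Both rises were 1.6-fold. The rises from E14 to E16 were not tested as a contrast. No step between neighbouring stages passed 0.05 in limma for either transcript after adjustment over all transcripts. Without adjustment, the limma p for COL4A1 was 0.144 from E14 to E15, 0.00179 from E15 to E16 and 0.00436 from E16 to E18. For COL4A2 it was 0.167, 0.00146 and 0.0064 in the same order. The adjusted p for COL4A1 was 1.00 from E14 to E15, 0.362 from E15 to E16 and 0.142 from E16 to E18. The paper's qPCR values in Additional file 10 are given there for 3 stages, whose labels differ from the stages named in the methods. In the paper's values COL4A1 was 8.65 ± 1.13 (SD, n = 3) at the first stage, 26.6 ± 7.55 (SD, n = 3) at the second and 101.9 ± 41.5 (SD, n = 3) at the last. COL4A2 was 1.75 ± 0.27 (SD, n = 3) at the first stage in the paper's values, 4.96 ± 2.07 (SD, n = 3) at the second and 15.26 ± 5.81 (SD, n = 3) at the last. The second stage was thus 3.07-fold above the first for COL4A1 and 2.84-fold for COL4A2 in the paper's qPCR. The last stage was 8.74-fold above the first for COL4A2, or 3.13 log2 units, and 3.56 log2 units above it for COL4A1, larger than the rises of both transcripts on the arrays from E14 to E18. For each gene, every qPCR value of a later stage was above every value of an earlier one. The paper's exact one-sided Wilcoxon p of 0.05, given in Additional file 10, is the smallest that 3 samples against 3 allow. With these samples the exact test cannot fall under 0.05, although the legend of Fig. 1C states a value under that level.

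**Figure D2:**
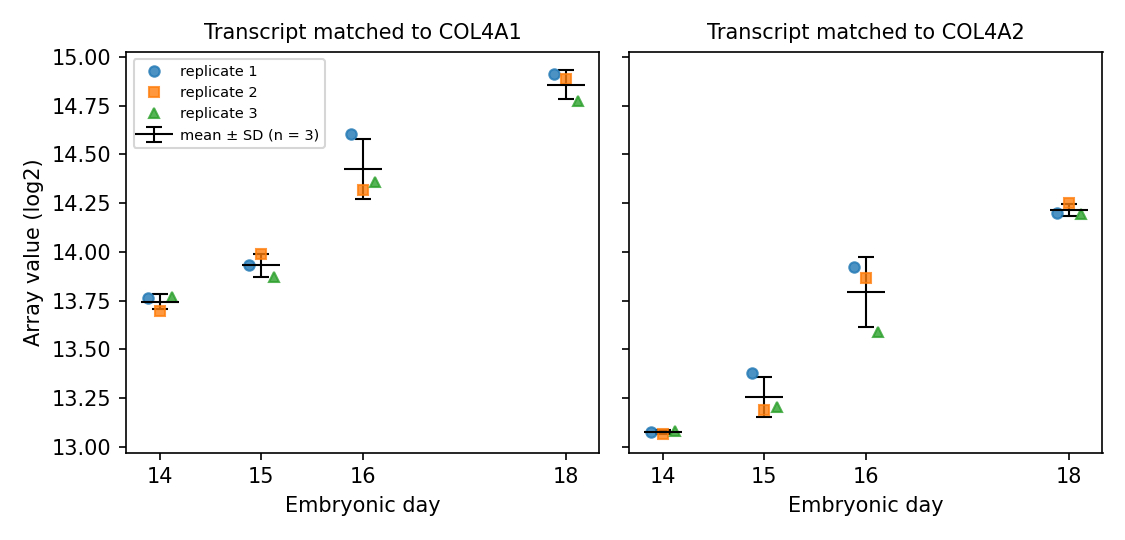
Log2 array values (vertical axis) by embryonic day (horizontal axis) of the transcripts matched to COL4A1 and COL4A2. Markers are the 3 arrays of each stage, and the horizontal bars are their mean with an error bar of 1 SD. The vertical axis does not start at 0. The 3 arrays at E18 lie above the 3 at E14 for both transcripts.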

Real time-qPCR confirmed the increase of *COL4A1* and *COL4A2* in the chick lung during gestation (Fig. 1c).

### Col4a1 and Col4a2 are essential in the mouse for saccular and alveolar growth

We used a number of mouse genetic models to study the role of type IV collagen during lung organogenesis, including three distinct mutations from an allelic series of *Col4a1* and *Col4a2* mutations and a *Col4a1* conditional allele [17, 45–47]. Mutations from the allelic series include a point mutation in *Col4a1* (*Col4a1*^*G394V*^), a point mutation in *Col4a2* (*Col4a2*^*G646D*^) and a splice site mutation in *Col4a1* that results in a deletion of exon 41 (*Col4a1*^*Δex41*^). In *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ and *Tie2-Cre; Col4a1*^*+/Flex41*^ conditional mice, the mutation was generated by flanking exon 41 with *LoxP* sites and therefore recreates the *Col4a1*^*Δex41*^ mutation in a CRE-dependent manner (called *Col4a1*^*Flex41*^) [17]. Besides having different mutations, all of the strains are otherwise genetically identical.

In normal mouse lungs at E16.5, E18.5, postnatal day (P)6 and P30, type IV collagen is expressed in the interstitium. COL4A1 localization in the epithelial basement membrane at the branching tips at E16.5 is almost undetectable (Fig. 1d), but it is found in proximal epithelium and also at the tip of secondary septa (Fig. 1d–f). *Col4a1* mRNA expression was very week at epithelial tips and surrounding mesenchyme at E16.5 (Fig. 1h), but later, at E18.5, P6, and P30, it was clearly found in the lung interstitium and at the tips of the developing septa (Fig. 1g–i). Hematoxylin and eosin (H&E) staining of the lungs of *Col4a1*^*+/Δex41*^ mutants at E16.5 showed no clear difference in branching morphogenesis compared with wild type lungs (Fig. 2a, b). Later, at E18.5 (saccular stage), *Col4a1*^*+/Δex41*^, *Col4a1*^*+/G394V*^ and *Col4a2*^*+/G646D*^ displayed lung hypercellularity and thickened interstitia. Moreover, the tips of the distal airways in lungs from mutant mice failed to form saccules and primary septa (Fig. 2c, d and Additional file 2: Figure S2A, B). Surviving *Col4a1*^*+/Δex41*^ mutants have reduced viability [14]; however, those that survive to P6 and 1 month (P30) have an emphysematous-like phenotype with simplified alveolarization and an overall decrease in the number of secondary septa (Fig. 2e–h). Toluidine blue staining of lungs from *Col4a1*^*+/Δex41*^ mice also showed alveolar simplification with thick septa (Fig. 2i, j). Closer examination of *Col4a1*^*+/Δex41*^ lungs showed an increase of blood capillaries and cells with lipid content (Fig. 2j). Both the inducible *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ and vascular endothelial restricted *Tie2-Cre; Col4a1*^*+/Flex41*^ conditional mutants also showed simplified alveoli formation at P30 (Additional file 3: Figure S3A, B) with *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ lungs having a phenotype similar to *Col4a1*^*+/Δex41*^ lungs. *Tie2-Cre; Col4a1*^*+/Flex41*^ conditional lungs have numerous blood capillaries, but accumulation of cells with lipid content in the septa is not observed (Additional file 3: Figure S3B, D). Electron microscopy of *Col4a1*^*+/Δex41*^ also showed increased capillaries and thick interstitium in septa (Fig. 2k, l). Lung septa also appear to display an excess of elastin fibers (Fig. 2l, n).

**Fig. 2:**
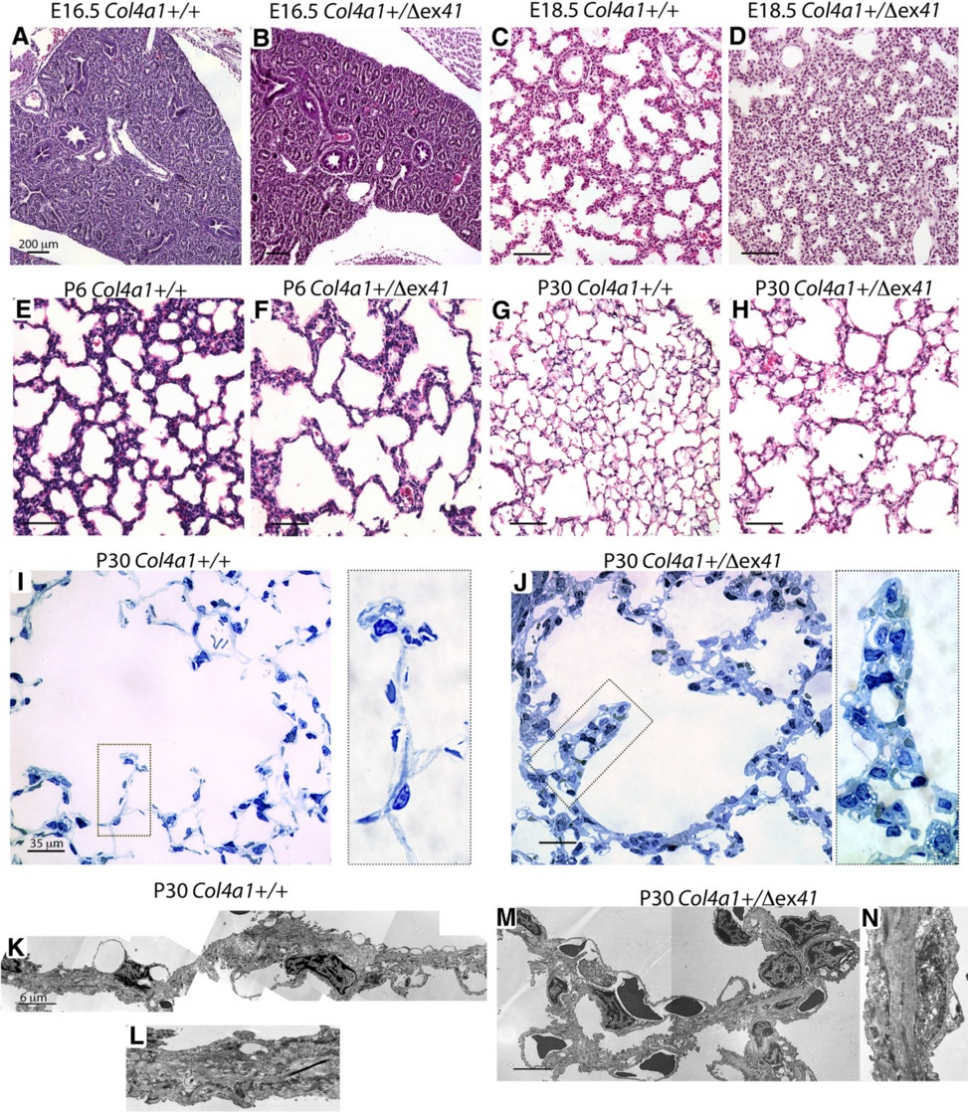
Histological examination of *Col4a1* ^*+/Δex41*^. **a**, **b** Hematoxylin and eosin staining of normal and *Col4a1* mutant lungs at E16.5 shows typical pseudoglandular structures. **c** At E18.5, normal lungs are composed of dilated distal tubules surrounded by relatively thin mesenchyme with arising primary septa, which are characteristic of the saccular stage. **d** *Col4a1* ^*+/Δex41*^ lungs have fewer dilated tubules, thick interstitium, and fewer and shorter primary septa. **e** Normal alveolar and development at P6, showing secondary septa. **f** P6 *Col4a1* ^*+/Δex41*^ have fewer fully developed alveoli. **g** At P30, normal lungs show thin secondary septa and interstitium. **h** *Col4a1* ^*+/Δex41*^ mutant lungs in surviving mice display much fewer secondary septa and a thicker interstitium. **i** Toluidine blue staining of *Col4a1* ^*+/+*^ semi-thin lung sections show capillaries (arrowheads). **j** In *Col4a1* ^*+/Δex41*^, the septa have an increase of interstitial blood capillaries (arrowhead) and cells with lipid content (arrows). **k**–**n** Electron microscopy of normal and *Col4a1* ^*+/Δex41*^ lung septa at P30. **m** *Col4a1* ^*+/Δex41*^ septum showing capillaries (arrowheads), type II pneumocytes (arrows) and elastin fibers (red arrows). Scale bars = 200 μm in **a**–**d**, 35 μm in **i**, **j**, and 6 μm in **k**, **l**

### Type IV collagen in the mouse regulates distal epithelial cell proliferation and differentiation during saccular formation

To investigate whether the lung hypercellularity is the result of abnormal distal epithelial cell proliferation, we co-stained E18.5 lungs with the proliferative Ki67 and the lung epithelial lineage factor NK2 homeobox 1 (NKX2.1) markers. Ki67 at E18.5 showed an overall increase of cell proliferation (Fig. 3a, b) with little or no epithelial proliferation, as indicated by NKX2.1 and Ki67 co-localization (Fig. 3c–h; and 48). Next, we studied distal epithelial differentiation by staining with NKX2.1, SRY-homeobox 9 (SOX9) and pro-surfactant protein C (pSPC), and discovered a statistically significant decrease of SOX9^+^ progenitor cells (Student’s *t* test *P* < 0.05; Fig. 3i) and an increase of pSPC^+^ type II pneumocytes (*P* < 0.05; Fig. 3i). Real-time PCR of *Col4a1*^*+/Δex41*^ lungs confirmed decrease of mRNA expression of *Sox9* (Wilcoxon rank-sum test *P* < 0.05) but not an increase in *pSPC* mRNA (Fig. 3j). After alveolarization, an increase in pSPC^+^ cells was still observed (Fig. 3k). Morphologically, *Col4a1*^*+/Δex41*^, *Col4a1*^*+/G394V*^ and *Col4a2*^*+/*G646D^ had a patchy distribution with clustering of SOX9^+^, NKX2.1^+^ and pSPC^+^ cells versus normal lungs (Fig. 3l–q and Additional file 2: Figure S2C–G). At P6 and P30, heterozygous *Col4a1*^*+/Δex41*^ and *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ mice still displayed an increase of clustered pSPC^+^ type II pneumocytes (Additional file 4: Figure S4D, H, I) that was not observed in endothelium restricted *Tie2-Cre; Col4a1*^*+/Flex41*^ mice or in normal siblings (Additional file 4: Figure S4A, G, J). When, we co-stained *Col4a1*^*+/Δex41*^ lung sections with pSPC and the type I pneumocyte marker podoplanin (PDPL), we found that clusters of pSPC^+^ cells grouped around a fragmented PDPL at E18 and P6 (Fig. 4a–d). Later, at P30, the alveolar epithelium showed disorganization (Fig. 4e, f). This disorganization was observed in P30 *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ (Additional file 4: Figure S3E) but not obvious in *Tie2-Cre; Col4a1*^*+/Flex41*^ (Fig. 4g).

**Fig. 3:**
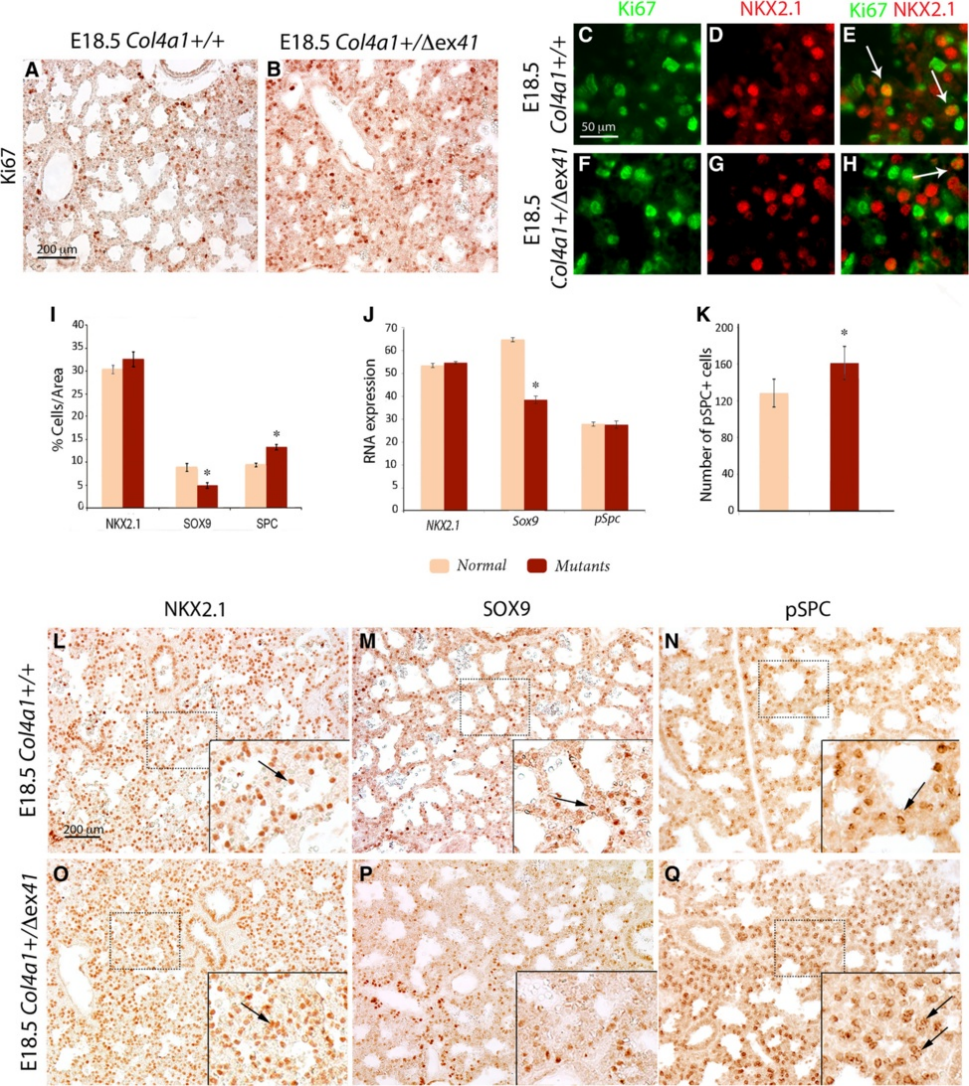
Decreased epithelial progenitors and increased type II pneumocytes in *Col4a1* ^*+/Δex41*^. **a**–**j** Epithelial proliferation and differentiation were evaluated by staining with Ki67, NKX2.1, SOX9, and pSPC. **a**, **b** Overall proliferation evaluated by Ki67 is increased in *Col4a1* ^*+/*Δex41^ lungs. **c**–**h** Double immunohistochemistry for Ki67 and NKX2.1 shows slightly active epithelial proliferation in NKX2.1 cells (arrows) in normal (**c**–**e**) or *Col4a1* ^*+/Δex41*^ lungs at E18.5 (**f**–**h**). **l** The bar charts show the percentage NKX2.1, SOX9 progenitors and pSPC^+^ cells over the total distal area of the lung of *Col4a1* and *Col4a2* mutants and wild type mice. *Col4a1* ^*+/Δex41*^ mutants have a statistically significant decrease of SOX9 cells and an increase of pSPC type II pneumocytes, while NKX2.1^+^ cells are unchanged compared with normal lungs at E18.5. **j** Real-time PCR of *Nkx2.1*, *Sox9* and *pSpc*. Only *Sox9* mRNA expression is decreased in *Col4a1* ^*+/Δex41*^. *Gapdh* was used as a normalizer. **k** The number of pSPC^+^ cells at P30 is increased in mutant lungs. **l**, **o** NKX2.1, **m**, **p** SOX9 and **n**, **q** pSPC localization in normal lungs displays a scattered pattern around the saccular walls (arrows), while in *Col4a1* ^*+/Δex41*^ mutants NKX2.1 and pSPC are clustered together (arrows). Scale bars = 200 μm in **a**, **b**, 50 μm in **c**–**h**, and 200 μm in **l**–**q**

**Fig. 4:**
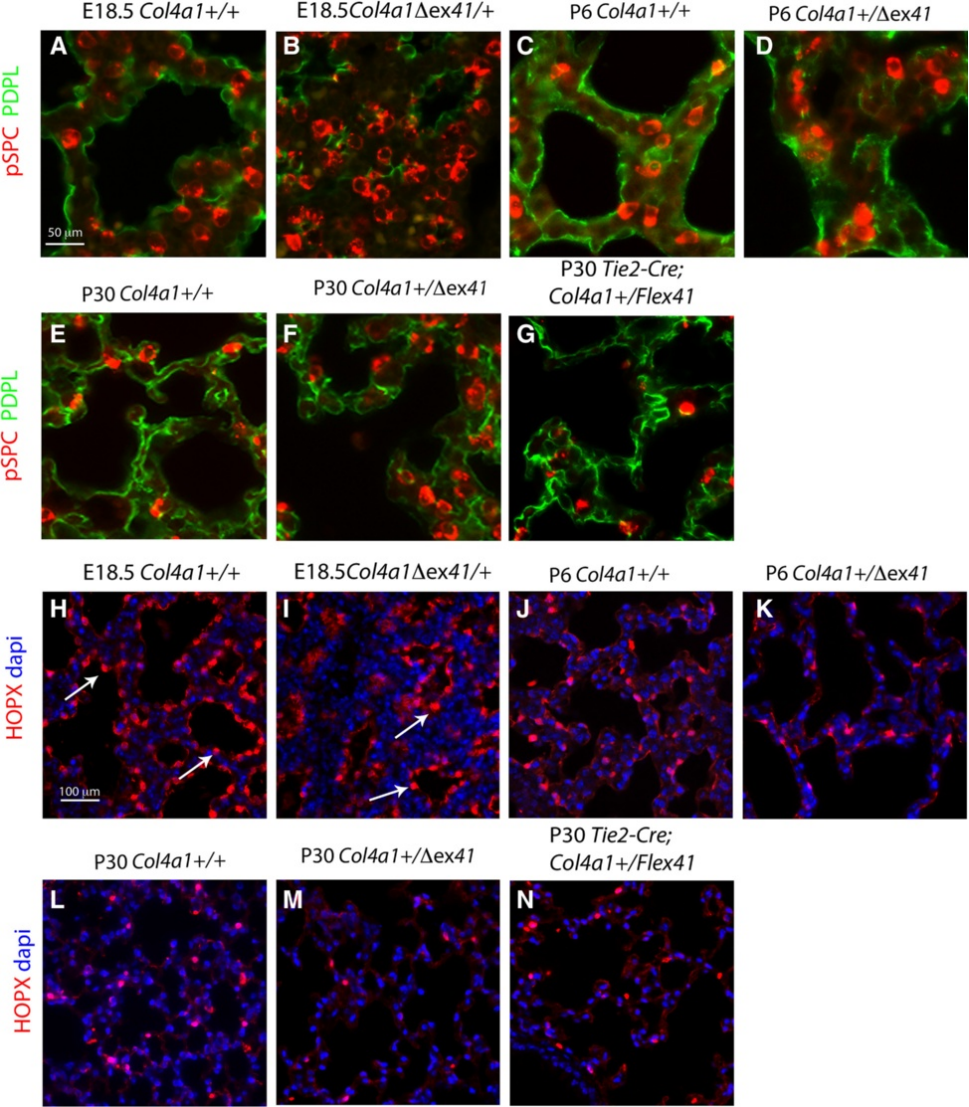
Abnormal alveolar epithelium and decreased type I pneumocytes in *Col4a1* ^*+/Δex41*^. **a**–**g** co-staining of pSPC and podoplanin (PDPL). **a**, **c**, **e** PDPL normally lines the majority of the internal saccular surface and alveoli. **b** At E18.5, *Col4a1* ^*+/Δex41*^ PDPL lined the collapsed saccules, which are surrounded by clusters of pSPC cells. **d**, **f** At P6 and P30, the *Col4a1* ^*+/Δex41*^ alveolar epithelium is disorganized, as PDPL and pSPC staining shows. **g** *Tie2-Cre; Col4a1* ^*+/Flex41*^ mice pSPC cell clustering was absent. **h**–**n** HOPX staining in the nucleus and cytosol of type I pneumocytes. (**i**, **k**, **m**) *Col4a1* ^*+/Δex41*^ lungs display fewer nuclear HOPX^+^ cells (arrows), more prominently at P6 and P30. **n** *Tie2-Cre; Col4a1* ^*+/Flex41*^ lungs show similar staining to normal lungs. Scale bars = 50 μm in **a**–**g** and 200 μm in **h**–**n**

To more clearly show abnormalities in the development of type I pneumocytes, we also stained lung sections with the HOP homeobox (HOPX) antibody, which is specific for the nuclei and cytoplasm of type I pneumocytes [48]. Our data showed a decrease in the number of HOPX^+^ cells in *Col4a1*^*+/Δex41*^ at E18.5, P6, and P30 (Fig. 4h–m). P30 *Tie2-Cre; Col4a1*^*+/Flex41*^ lungs HOPX expression was similar to normal lungs (Fig. 4n) but it was reduced in *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ at P30 (Additional file 3: Figure S3F). When *Col4a1*^*+/Δex41*^ mice were analyzed before the saccular stage, at E16.5, no apparent differences in cellular proliferation, epithelial and mesenchyme markers were observed (Additional file 5: Figure S5A–L).

### Vascular type IV collagen is necessary for normal of epithelial and endothelial association

To assess pulmonary microvasculature development in type IV collagen mutants, we stained endothelial cells for Cluster of Differentiation 31 (CD31) at E18.5, P6 and P30. First, we co-stained with CD31 and Ki67 at E18.5, which confirmed active endothelial proliferation in both normal and mutant lungs (Fig. 5a–d). At the saccular stage (E18.5), normal CD31 staining showed an organized double layer of endothelial cells (Fig. 5i) forming a lung vascular plexus that develop into a single layer (Fig. 5p) in close proximity to the alveolar epithelial type I pneumocytes during alveolar maturation (Fig. 5e, i, g, k, m, p). At E18.5, *Col4a1* and *Col4a2* mutants showed a tortuous vascular plexus spreading throughout the lung interstitium (Fig. 5f, j and Additional file 6: Figure S6A, B) which was exacerbated at P6 (Fig. 5g, h) and at the end of alveolarization (P30; Fig. 5n, q). Epithelial–endothelial disorganization was also observed in *Tie2-Cre; Col4a1*^*+/*Flex*41*^ (Fig. 5o, r) and in the postnatal-induced *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ (Additional file 5: Figure S5C, D) mice, indicating that loss of endothelial-derived type IV collagen is sufficient to disrupt the endothelial–epithelial association.

**Fig. 5:**
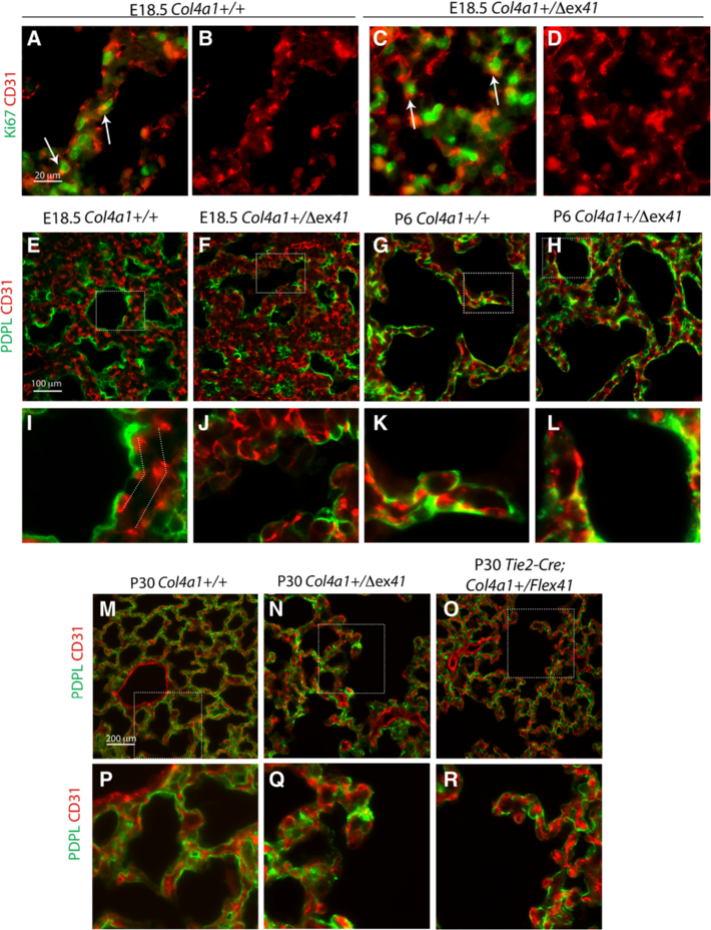
Abnormal microvasculature and endothelial–epithelial association in *Col4a1* ^*+/Δex41*^ mice. **a**–**d** Co-staining of Ki67 and CD31 shows active endothelial proliferation (arrows) at E18.5. **e** Endothelial cells stained with CD31 exhibit the characteristic double capillary layer of the saccular stage (**i**). **f** In contrast, *Col4a1* ^*+/Δex41*^ vascular plexus is disorganized within the interstitium and the alveolar epithelium marked with PDPL (**j**). Co-localization of PDPL and CD31 shows abnormal development of the blood–gas barrier in *Col4a1* ^*+/Δex41*^ at P6 (**g**, **h**, **k**, **l**) and P30 (**m**, **n**, **p**, **q**). **o**, **r** *Tie2-Cre; Col4a1* ^*+/Flex41*^ mice also show a disorganized endothelium–epithelium association. Scale bars = 20 μm in **a**–**d**, and 100 μm in **e**–**h** and **m**–**o**

### Type IV collagen regulates myofibroblast proliferation and migration

We further characterized the lung mesenchyme in addition to the epithelial and endothelial compartments. The PDGFRα-expressing pulmonary myofibroblast progenitors that normally decorate the walls of terminal saccules at E18.5 (Fig. 6a), showed an irregular patchy distribution in *Col4a1*^*+/Δex41*^ (Fig. 6b), *Col4a1*^*+/G394V*^ and *Col4a2*^*+/G646D*^ (Additional file 7: Figure S7A, B) mutants. *Pdgfrα* mRNA was significantly decreased in *Col4a1*^*+/Δex41*^ lungs (Wilcoxon rank-sum test *P* < 0.05; Fig. 6i). At P6 and P30, the decrease of PDGFRα^+^ cells was evident in *Col4a1*^*+/Δex41*^ (Fig.6c, d and Additional file 8: Figure S8A, B), but not in the conditional mice *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ and in the *Tie2-Cre; Col4a1*^*+/*Flex*41*^ mutants (Additional file 8: Figure S8C, D). Differentiated lung myofibroblasts express specific markers related to their functional state [29]. During saccular formation, α-SMA myofibroblasts, normally detected at the tip of primary septa (Fig. 6e), were decreased in a patchy distribution in *Col4a1* and *Col4a2* mutant lungs (Fig. 6f and Additional file 7: Figure S7E, F). No difference in *α-Sma* gene expression was found in *Col4a1* mutants (Fig. 6i). At P6, α-SMA was not observed at the septal tips (Fig. 6g, h). After alveologenesis, α-SMA^+^ alveolar myofibroblasts were only localized at the tips of alveolar ducts (Fig. 6j) [26]. However, α-SMA^+^ slender interstitial myofibroblasts were present in surviving *Col4a1*^*+/Δex41*^ and in *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ mice (Fig. 6k and Additional file 3: Figure S3G), but not in *Tie2-Cre; Col4a1*^*+/Flex41*^ lungs (Fig. 6l).

**Fig. 6:**
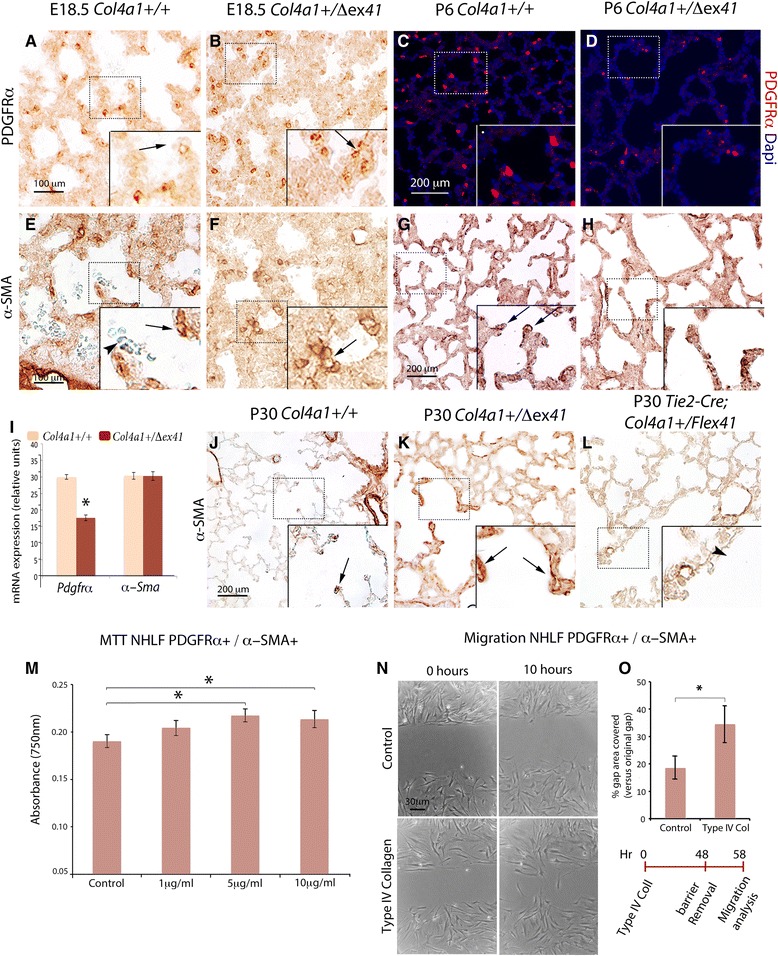
Abnormal development of alveolar myofibroblast in Col4a mutants. **a** Myofibroblast progenitors positive for PDGFRα are normally scattered in the alveolar walls and at the tips of primitive septa at E18.5 (arrows). **b** In *Col4a1* ^*+/Δex41*^ lungs, PDGFRα myofibroblast progenitors cluster in a patchy distribution (arrow). **c**, **d** In P6 *Col4a1* ^*+/Δex41*^, the number of PDGFRα^+^ is reduced. **e**, **f** α-SMA shows a decrease of differentiated alveolar myofibroblasts at the primary septa and a patchy distribution in *Col4a1* ^*+/Δex41*^ (arrow) when compared with normal lungs at E18.5 (arrow). Arrowheads in **c** point to red blood cells. **g** At P6, some α-SMA^+^ cells normally localize at the tips of developing septa (arrow). **h** *Col4a1* ^*+/Δex41*^ mutants display a decrease in septal and interstitial α-SMA^+^ cells. **i** Real-time PCR at E18.5 shows statistically significant decrease in *Pdgfrα* mRNA (Wilcoxon ran-sum test *P* < 0.05) but not in *α-Sma* mRNA. *Gapdh* was used as a normalizer. **j** At P30, α-SMA is normally localized at the tips of septa in the alveolar ducts (arrow). **k** *Col4a1* ^*+/Δex41*^ lungs have elongated α-SMA cells in alveolar septa (arrows). **l** These elongated α-SMA cells are not observed in the vascular conditional *Tie2Cre; Col4a1* ^*+/Flex41*^ mice, where α-SMA^+^ cells are found only in the vasculature (arrowhead). **m**–**o** Cell proliferation and migration of α-SMA^+^ NHLFs treated with type IV collagen protein. **m** Viability assay of α-SMA^+^ NHLFs treated with human type IV collagen are measured by absorbance, and show a significant increase in cell proliferation after 2 days of treatment with 5 μg/mL (n = 3). **n** α-SMA^+^ NHLF cells also show accelerated migration. **o** Type IV collagen-treated cells have a significantly increased migration filled area after 10 hours of removal of insert. Before insert removal, the cells were grown in type IV collagen for 2 days (n = 3). Scale bars = 100 μm in **a**, **b**, **e**, **f**, 200 μm in **c**, **d**, **g**, **h**, **j**–**l**, and 35 μm in **n**

Lipofibroblasts are a second type of lung interstitial fibroblast; therefore, we examined lung lipofibroblasts in mutants by staining for adipose differentiation-related protein (ADFP). Lipofibroblasts were found to be moderately increased at P6 and markedly elevated at P30 in the *Col4a1*^*+/Δex41*^ and in *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ compared to normal lungs (Additional file 4: Figure S4B, E, K–M). However, these changes were not observed in *Tie2-Cre; Col4a1*^*+/Flex41*^ mutants (Additional file 4: Figure S4N).

To confirm that the increased lipids in mutants are due to type II pneumocytes and lipofibroblasts, we stained for macrophage antigen (MAC). P6 *Col4a1*^*+/Δex41*^ lungs (Additional file 4: Figure S4C, F) showed a slight decrease of macrophages that was not so evident at P30 (Additional file 4: Figure S4O, R).

Since the data above suggest a role of type IV collagen in alveolar myofibroblast proliferation and mobilization, we investigated myofibroblast proliferation by treating Normal Human Lung Fibroblast (NHLF) with type IV collagen recombinant protein. α-SMA^+^, but not α-SMA^–^, NHLFs showed a statistically significant increase in proliferation and migration after 48 hours of treatment (Fig. 6m–o). These results confirm that type IV collagen is sufficient to induce both myofibroblast proliferation and migration.

### Abnormal expression of tropoelastin and elastin fiber deposition in type IV collagen mutants

The force necessary for lifting the alveolar crest from the primary septal wall is thought to be produced by septal fibers [25, 49], which prompted us to study tropoelastin and elastin fiber localization in type IV collagen mutants. During saccular formation, the normal distal expression of tropoelastin was reduced in *Col4a1* and *Col4a2* mutants and the elastin fibers were discontinuous and fragmented (Fig. 7a–d and Additional file 7: Figure S7E–H). Real-time PCR showed a borderline significant decrease of tropoelastin in *Col4a1* mutants (Wilcoxon rank-sum test *P* = 0.07; Fig. 7e). At P6, very little expression of tropoelastin was found at alveolar tips and elastin fibers were abnormally deposited (Fig. 7f–i). At the end of alveolarization (P30), tropoelastin and elastin fibers were diffuse throughout the lung interstitium and at the tip of the secondary septa of Col4a1^+/Δex41^ (Fig. 7j, k, m, n) and in *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ (Additional file 3: Figure S3H, I). In *Tie2-Cre; Col4a1*^*+/Flex41*^ mutants, tropoelastin was markedly decreased in the lung interstitium and septal tips (Fig. 7l). Abnormalities in elastin fiber deposition were less severe than in the non-conditional mutants (Fig. 7m, o).

**Fig. 7:**
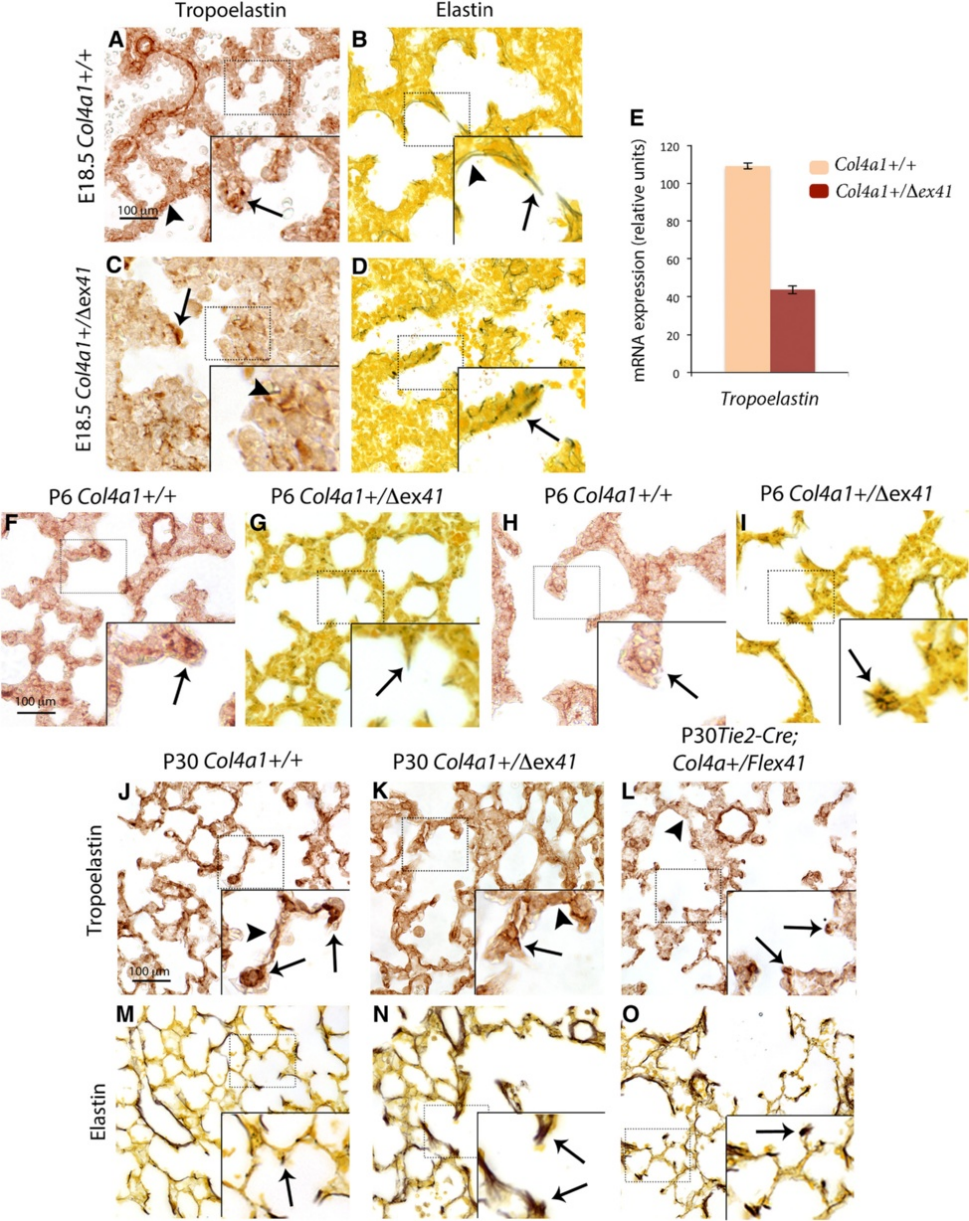
Abnormal alveolar tropoelastin and elastin fiber accumulation. **a** At E18.5, tropoelastin expression in the developing septa in normal lungs is detected at the tips (arrow) and throughout the interstitium (arrowhead). **c** By contrast, in *Col4a1* ^*+/Δex41*^ lungs, tropoelastin expression shows a patchy interstitial accumulation (arrowhead) with abnormal expression in the maldeveloped primary septa (arrow). **b** Hart’s staining marks the lung elastin fibers at E18.5. Control lungs show well-defined thin elastin fibers (black) in the saccule spaces (arrowhead) and at the tip of developing primary septa (arrow). **d** Saccule elastin fibers in *Col4a1* ^*+/Δex41*^ mutants are interstitial and tortuous or fragmented at E18.5 (arrows). **e** Real-time PCR for *Tropoelastin*. The expression of *Tropoelastin* is decreased in *Col4a1* ^*+/Δex41*^ (Wilcoxon rank-sum test *P* < 0.07*). Gapdh* was used as a normalizer. **f**, **g** At P6, tropoelastin is found at the tips of developing septa (arrow) and in elastin fibers (arrow). **h**, **i** Mutants show a decrease of tropoelastin (arrow) and abnormal accumulation of elastin fibers at the septa tips (arrow). **j** At P30, while tropoelastin expression is localized at the tip of secondary septa marking the myofibroblasts (arrow) and in the septal interstitium as a thin line (arrowhead). **k** In *Col4a1* ^*+/Δex41*^ mutants, tropoelastin is localized diffusely throughout the stumpy septal tips and in the interstitium of the secondary septa in a patchy pattern (arrow and arrowhead). **l** *Tie2-Cre; Col4a1* ^*+/Flex41*^ lungs show defined expression of tropoelastin at the tip of the lung septa as do normal lungs, but the septa are reduced in size (arrow). In addition, the less severe *Tie2-Cre; Col4a1* ^*+/Flex41*^ mutants show no tropoelastin localization in the interstitium (arrowhead). **m** After alveolarization, elastin fibers build up on the tip of secondary septa (arrow). **n** In *Col4a1* ^*+/Δex41*^, excessive accumulation of elongated elastin fibers is apparent (arrows). **o** In *Tie2-Cre; Col4a1* ^*+/Flex41*^ elastin fibers are not elongated or ectopic in the interstitium (arrow) when compared to the abnormal elongation apparent in *Col4a1* ^*+/Δex41*^ **n**. Scale bars = 100 μm in **a**–**d** and **f**–**l**

### Type IV collagen directs epithelial–mesenchymal association in vitro

To investigate the role of type IV collagen in septation, we used an epithelial–mesenchymal co-culture model of alveolar morphogenesis [50]. This model produces peaks of mesenchymal cells covered by an epithelial lining. The central core of mesenchymal cells closely resembles the myofibroblasts seen during alveolar septal development in vivo [50]. When MRC-5 fetal mouse mesenchymal cells were co-cultured with human A549 epithelial cells, septal-like formations appeared after 4–5 days and reached their maximum after 7 days (Fig. 8a). After type IV collagen addition, cellular aggregations where larger (Fig. 8b) and showed strong staining of PDPL, α-SMA^+^ and type IV collagen proteins (Fig. 8c–j).

**Fig. 8:**
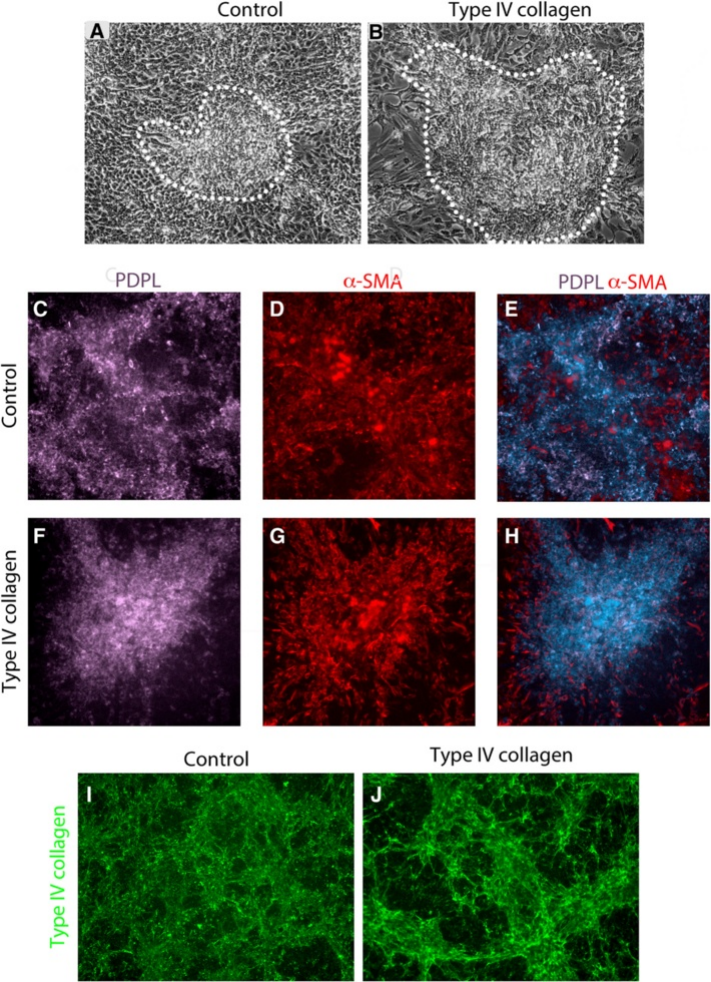
In vitro epithelial–mesenchymal aggregations after *COL4A* treatment. **a**, **b** Control and type IV collagen-treated epithelial–mesenchymal co-cultures. Septum-like formations are outlined. Type IV collagen treatment (5 μg/mL) results in bigger epithelial–mesenchymal aggregations. **c**, **f** Localized PDPL expression is found in controls and, more highly expressed, in type IV collagen-treated co-cultures. **d**, **g** α-SMA staining is dispersed throughout the co-cultures with clear accumulation of α-SMA^+^ of the co-culture aggregations. **e**, **h** Co-localization of PDPL and α-SMA. **i**, **j** Staining of co-culture with COL4A shows increased accumulation of Col4a1-stained condensed fibers

## Discussion

We performed gene expression profiling at four embryonic time points (E14–18) in the chick lung seeking to uncover molecular regulators contributing to late lung development and taking advantage of rapid development of the BGB in the chick. This analysis revealed that *COL4A1* and *COL4A2* genes are highly upregulated during the late embryonic stages of chick lung development. These data are consistent with the peaks of expression of murine Collagen IV at E18 and P7, which correlate with saccular and alveolar development [51]. 

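By the size of its increase from E14 to E18, the transcript matched to COL4A1 stood behind 3297 transcripts and the one matched to COL4A2 behind 3224. The ranks depended on the setting. When the third of transcripts with the lowest mean was left out, 765 and 734 of the remaining transcripts rose more. With the SD of each array as a covariate, chosen after the values were seen, 704 and 744 rose more. Without E18 replicate 3 the numbers were 2160 and 2177, and without E18 replicate 1 they were 4161 and 4017. Among the transcripts called across the stages by limma, 325 rose more than that of COL4A1 and 314 more than that of COL4A2. Among those called by the one-way ANOVA, the numbers were 222 and 212. By the p of the moderated F-test, 44 rising transcripts were ahead of COL4A1 and 48 were ahead of COL4A2. By the p of the one-way ANOVA, 5 and 8 were ahead. The replicates of both transcripts lay close together. The pooled SD of COL4A1 was 0.093 on the log2 scale and that of COL4A2 0.105, where the median over all transcripts was 0.359. With each array left out in turn, the log2 fold change stayed between 1.08 and 1.16 for COL4A1 and between 1.12 and 1.15 for COL4A2. Both transcripts were among the brightest on the arrays, with 0.56% of transcripts brighter than COL4A1 at E18 and 2.32% brighter than COL4A2. The highest value on any array was 2.23 log2 units above the E14 mean of COL4A1 and 2.90 above that of COL4A2, and the paper's qPCR gave larger fold changes than the arrays, which limits the ranking by size and the reading of the small SD.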

Our study of *Col4a1* and *Col4a2* mutant mouse lungs revealed multiple abnormalities in pulmonary alveoli supporting the importance of type IV collagen in alveolar development. The phenotype observed in *Col4a1* and *Col4a2* mutants is characterized by a block between the saccular and alveolar stages reminiscent of the severe abnormalities of premature newborns and children with congenital diaphragmatic hernia.

In this work, we show that murine type IV collagen is necessary for alveolar patterning and cellular development during saccular and alveolar morphogenesis. After alveolarization, at P30, all the analyzed mutants showed alveolar simplification with the strongest phenotype in Col4a1^+/Δex41^ lungs. Postnatal-induced conditional mutants in *R26-CreER; Col4a1*^*+/Flex41*^ displayed a milder phenotype than *Col4a1*^*+/Δex41*^ as a result of normal alveolar progenitor development during saccular development. The abnormal phenotype in *R26-CreER; Col4a1*^*+/Flex41*^ revealed an active role of type IV collagen in alveolarization that is independent of branching and saccular defects. We also show that *Col4a1* mutation carried by the Tie2 promoter in *Tie2-Cre; Col4a1*^*+/Flex41*^ was sufficient in causing microvascular defects without the epithelial and fibroblast abnormalities observed in *Col4a1*^*+/Δex41*^ and *R26-CreER; Col4a1*^*+/Flex41*^.

Type IV collagen is found in the basement membranes of epithelial and interstitial endothelial cells where alveolar elastin-producing myofibroblasts are anchored [26, 27]. In addition, normal *Col4a1* mRNA expression is elevated in the lung interstitium and at the tips of the septa in the mouse after branching morphogenesis. Consequently, it is not surprising that pulmonary epithelial, vascular and myofibroblast development is affected by *Col4a1* or *Col4a2* mutations. At the completion of branching morphogenesis (E16.5), we did not observe differences between *Col4a1*^*+/Δex41*^ and *Col4a1*^*+/+*^ lungs. The absence of branching may be because we analyzed heterozygous mutants in which sufficient levels of native protein may be enough to carry out branching. Previous studies have also shown that defects on basement membrane components affect alveoli formation, but not branching morphogenesis [43, 44]. In addition, our data using the postnatal conditional mutants suggests a role of Col4a in alveologenesis independent of branching.

By the time of saccular (E18.5) morphogenesis, the lungs from mutant mice had a thick interstitium and failed to develop normal saccules. We showed that mutant lungs have a decrease in the number of distal SOX9^+^ epithelial progenitors and an increased number of type II pneumocytes in a patchy distribution. This data suggests that type IV collagen may regulate *Sox9*, which has been previously shown to be critical for alveologenesis by controlling the transition of distal epithelium from proliferation to differentiation [52]. In mutants, a decrease in *Sox9* is coincident with expansion of type II pneumocytes. Defects in epithelial differentiation may also be a consequence of abnormal basement membrane, which normally undergoes alteration during lung development [53–55]. Starting in the saccule stage and during alveolarization the basement membrane is discontinuous under type II pneumocytes but not under type I [53, 54]. Therefore, it is also possible that the mutant type IV collagen may affect basement membrane integrity, altering type II pneumocyte differentiation. Epithelial differentiation defects in mutants are also supported by the decrease in HOPX cells. Epithelial progenitors express both type I and II pneumocyte markers [3]. Hence, the increase of pSPC^+^ cells appears to be a consequence of differentiation but not of alveolar progenitor proliferation. Increased and disorganized type II pneumocytes and decreased HOPX were also observed in postnatal *Col4a1*^*+/Δex41*^ and induced *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ mice, but not in vascular directed *Tie2-Cre; Col4a1*^*+/Flex41*^ conditional mutants. These findings indicate that type IV collagen controls epithelial differentiation and organization independently of vascular type IV collagen.

It has been shown that mutations in *Col4a1* can affect the integrity of the vascular basement membrane leading to an aberrant organization of capillary structures [10, 15, 17, 56]. Additionally, mice with mutations in the basement membrane component *Fibulin* have abnormally wide lung capillaries with normal capillary organization [42]. Our *Col4a1* and *Col4a2* mutant mice likewise manifested aberrant organization of the pulmonary microvasculature that was obvious 1 month after birth due to an apparent abnormal angiogenesis. Pulmonary endothelial growth is known to be essential for alveolar formation not only in lung embryonic development [21, 37, 57–59], but also in pulmonary alveolar regeneration [60]. Our work shows that *Col4a1* mutation in vascular endothelium is sufficient to produce abnormalities in pulmonary microvascular growth, to alter the alveolar endothelial–epithelial association, and to cause alveolar epithelial developmental deficiencies. More experiments are needed to address, conversely, whether restricted type IV collagen mutation in the epithelium will also direct abnormalities in the association of the endothelium and epithelium of the alveolar interface.

During alveologenesis the pulmonary saccules are divided through serial septation, which increases the surface area for gas exchange. Important players in the process of septation are myofibroblasts anchored in the alveolar basement membrane [26–28]. The expression of *PDGFRα* is decreased in *Col4a1* mutants and both PDGFRα^+^ and α-SMA^+^ alveolar myofibroblasts are displaced in the interstitium of the embryonic *Col4a1* and *Col4a2* mutants. The decrease of PDGFRα^+^ and α-SMA^+^ cells is also evident after birth. This suggests that type IV collagen may be necessary for the correct spatial patterning of the alveolar myofibroblasts during septal formation in part through the PDGFRα pathway. In Pdgfrα^–/–^ mice the alveolar myofibroblast spreading is compromised and most PDGFRα^+^ cells remain in clusters at the bronchiolar wall instead of being scattered throughout the alveolar sacs [31]. In contrast to myofibroblasts, *Col4a1* mutants have an increase in lipofibroblasts. Recently, it has been reported that the PDGFRα^+^ fibroblast lineage contributes to the lipofibroblast pool in the mouse lung [61] and that myofibroblasts and lipofibroblasts are characterized by PDGFRαGFP^bright/high^ and PDGFRαGFP^dim/low^ expression during alveolarization [62, 63].

In the presence of type IV collagen mutant protein, both myofibroblast proliferation and migration were negatively affected, while in vitro addition of type IV collagen protein induced proliferation and migration in α-SMA^+^ lung fibroblasts, confirming its important role.

Alveolar myofibroblasts are the source of alveolar tropoelastin, which is an important regulator of alveologenesis when its expression levels are high [51]. α-SMA expression in elastogenic alveolar myofibroblast cells follows type IV collagen expression, and both precede the expression of tropoelastin [51]. Interestingly, *Col4a1* mRNA is expressed in the interstitium and at the tips of alveolar septa in a pattern similar to tropoelastin. Therefore, it is conceivable that type IV collagen regulates elastogenesis specifically in the α-SMA^+^ cell population. Earlier loss of type IV collagen directs loss of alveolar myofibroblasts, tropoelastin, and causes aberrant elastin fiber accumulation which may be the main cause for the dramatic failure of saccular formation. By the end of alveolarization in the mouse, at P30, lungs appear to have excessive interstitial elastin fiber accumulation in *Col4a1*^*+/Δex41*^ and *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ mice which is likely due to ectopic elastin-producing α-SMA^+^ myofibroblasts localized in a patchy distribution in the lung interstitium. It is also possible that the abnormal elastin fiber accumulation may be a compensatory response to failure of alveolar formation [32]. *Tie2-Cre; Col4a1*^*+/Flex41*^ lungs lack this patchy interstitial distribution of α-SMA^+^ cells and interstitial elastin fiber accumulation, suggesting a direct effect of *Col4a1* on alveolar myofibroblasts that is independent of vascular type IV collagen*.*

There are four alpha integrins (ITGA) known to bind to collagen type IV – ITGA1, ITGA2, ITGA10, ITGA11. Among them, ITGA1 and ITGA2 have a higher affinity for type IV collagen than ITGA2 and ITGA11 [64, 65]. ITGA2 is expressed in proximal and distal lung epithelium co-localizing with pSPC (Additional file 9: Figure S9A, B), and ITGA1 is expressed in the microvasculature by co-staining with CD31. ITGA2 is also expressed in non-type II cells, suggesting a role in other developmental processes in the lung. ITGA11 has been reported to be expressed in human lung interstitial fibroblasts [66], but we only observed it in the proximal epithelium (data not shown). Future investigation should be directed at uncovering the molecular pathways by which integrins affect type IV collagen regulation of the epithelium, vasculature and myofibroblasts during alveologenesis.

To address a direct effect of type IV collagen in septal formation we used an in vitro co-culture of mesenchymal–epithelial cells designed to resemble alveolar septal formation [50]. A549 epithelial cells share properties with immature alveolar type II pneumocytes but not of type I pneumocytes (data not shown and [67, 68]). When A549 cells are co-cultured with lung fibroblasts, they express the type I pneumocyte marker PDPL, which co-localizes with α-SMA^+^ cells in type IV collagen treated co-cultures. Endogenously produced type IV collagen fibers are also increased in the cell aggregates found in treated co-cultures. These aggregates may be due to cellular reorganization in addition to epithelial–mesenchymal proliferation. Herein, we demonstrated that type IV collagen signaling might indeed be important for the epithelial–mesenchymal interaction needed for septal formation.

In summary, we show that type IV collagen is essential for alveolar lung patterning and propose a model (Fig. 9a, b) in which type IV collagen regulates the epithelial and endothelial components important for alveologenesis (Fig. 9c), induces interstitial α-SMA myofibroblasts to proliferate and migrate to the tip of the septa during early septation, and later contributes to extension and final maturation of secondary septa.

**Fig. 9:**
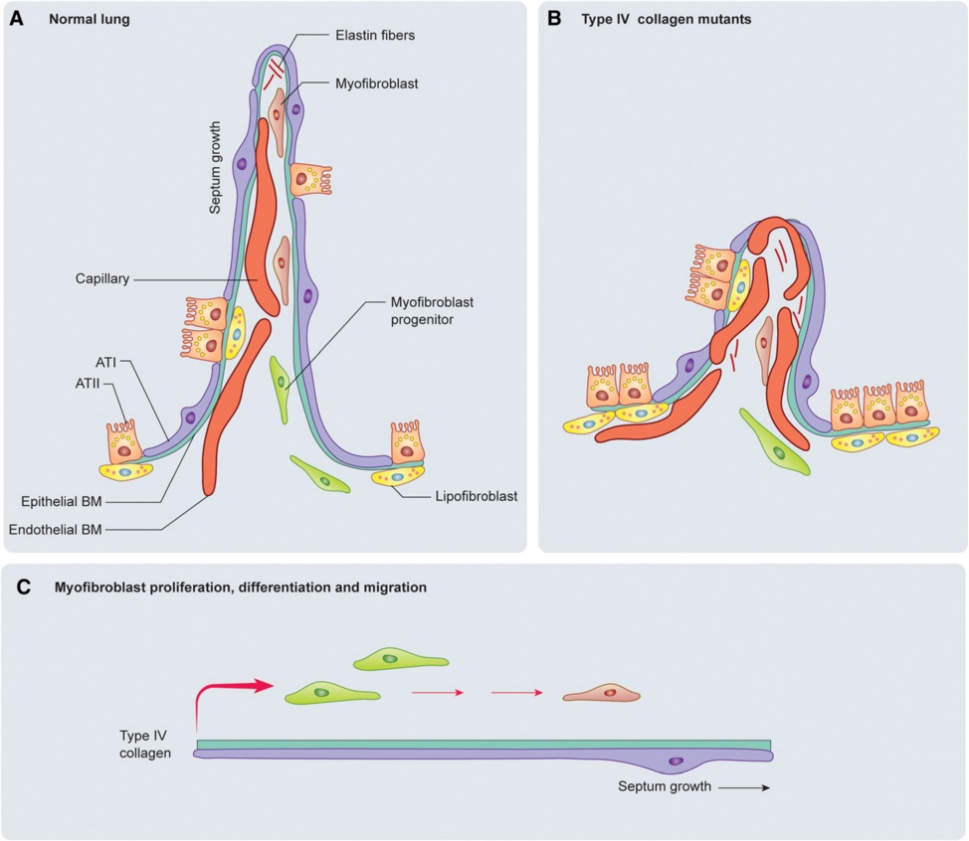
Schematic alveolar representation and suggested model for type IV collagen during alveologenesis. **a** Normal alveolar septum in which type I (ATI) and II pneumocytes (ATII) cover the alveolar surface with the blood capillaries in close association. Alveolar myofibroblast progenitors localized at the base of the septum proliferate, differentiate into alveolar myofibroblast, and migrate where they synthesize elastin. Lipofibroblasts are localized close to ATII. **b** Type IV collagen mutations cause abnormal septum formation. Type IV collagen lungs have increased cells with lipid content (ATII and lipofibroblasts), and abnormal capillary formation. Alveolar myofibroblasts fail to proliferate, differentiate and migrate, causing defects in elastin deposition. **c** Suggested model for type IV collagen, basement membrane and septal myofibroblast development. Type IV collagen is a central player in myofibroblast progenitor proliferation, differentiation and mobilization to the tip of the septum

## Conclusion

We conclude that type IV collagen is a key player in the process of alveolar morphogenesis and is critical for the proper formation of the BGB and the process of septation. *COL4A1* and *COL4A2* mutations in humans cause multisystem disorders in which pulmonary symptoms have not been observed. However, Goodpasture syndrome, an autoimmune disease in which antibodies attack the basement membrane *COL4A3* of lungs and kidneys, manifests lung abnormalities ranging from symptoms as mild as a dry cough and minor breathlessness to those with more severe lung damage [11]. It is possible that mutations in *COL4A1* and *COL4A2* affecting the lung could go undetected, as they would cause major developmental abnormalities leading to early mortality.

## Methods

### Normal Chick embryos

Timed fertilized white leghorn eggs (SPAFAS, CT, USA) were incubated in a humidified incubator (Khul, NJ) at 38 °C and staged by embryonic day (E) and managed as previously described [69].

### RNA isolation and double stranded cDNA synthesis

Total RNA was isolated from embryonic chick lungs harvested at embryonic days E14, E15, E16 (for each time point n = 3), and E18 or E18.5 from *Col4a1*^*+/Δex41*^ mice lungs (Controls n = 10 and *Col4a1*^*+/Δex41*^ = 10). RNeasy Mini Kit (Qiagen, Valencia, CA, USA) was used to isolate total RNA according to the manufacturer’s instructions. Double stranded cDNA was synthesized from total chick lungs RNA using a SuperScript Double-Stranded cDNA Synthesis Kit (Life Technologies; Grand Island, NY, USA) following the manufacturer’s instructions. All cDNA samples were tested for purity and integrity at Roche Applied Science (Indianapolis, IN, USA) using a cDNA LabChip on an Agilent 2100 Bioanalyzer prior to labeling.

### Microarray processing and analysis

Chick samples were labeled by Roche Applied Science as previously described [70]. After labeling, the samples (n = 3 for each time point) were hybridized for gene expression analysis to a *Gallus Gallus* custom 12 × 135 K microarray (NimbleGen Eukaryotic Gene Expression HD2 12-Plex Array Delivery) which covers 22,000 open reading frames. Microarray raw data was normalized by Robust Multi-array Analysis and analyzed using DNASTAR ArrayStar software package for analysis. One-way ANOVA was performed at a 95 % confidence limit. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [71] and are accessible through GEO Series accession number GS72385 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72385).

### Ontology assessment

The *Gallus gallus* transcript IDs were converted to their murine homologous and named by Ensembl with BioMart (http://useast.ensembl.org/index.html). Once the murine homologous gene list was generated, functional classification of genes was performed using MGI and Vlad (http://proto.informatics.jax.org/prototypes/vlad/).

### Mouse type IV collagen models

Procedures were performed in accordance with Institutional Animal Care and Use Committee guidelines IACUC, protocol #AN102193-02B. *Col4a1*^*+/Δex41*^ (E16.5 n = 12; E18.5 n = 4; P6 n = 2; P30 n = 5), *Col4a1*^*+/G394V*^ (n = 3), and *Col4a2*^*+/G646D*^ (n = 5) mutant mice were described previously [45, 56]. To examine the role of type IV collagen in alveologenesis, we used the inducible conditional *R26-Cre*^*ER*^*; Col4a1*^*+/*Flex41^ mice in which deletion of exon 41 of *Col4a1* is induced by postnatal injection of tamoxifen (which activates the CRE recombinase) in the pups at birth [16]. Pups were injected with 50 μg of tamoxifen intragastrically (10 mg/mL; Sigma-Aldrich, St Louis, MO) for three consecutive days. The vascular role of *Col4a1* in alveolar development was examined by the previously described vascular driven *Tie2-Cre; Col4a1*^*+/Flex41*^ mice [16]. Lungs from *Tie2-Cre; Col4a1*^*+/Flex41*^ (n = 5) or *R26-Cre*^*ER*^*; Col4a1*^*+/Flex41*^ (n = 5) mice were harvested 30 days after birth (P30) for analysis. All mutant mice analyzed were heterozygous.

### Quantitative PCR

The RNA extracted previously for conducting microarrays from E14, E15, E16, and E18 (n = 3) chick lungs or *Col4a1*^*+/Δex41*^ lungs from E18.5 normal (n = 11) and *Col4a1*^*+/Δex41*^ (n = 10) mouse embryos were reverse-transcribed to cDNA using superscript (Life Technologies, Grand Island, NY, USA) following the manufacturer’s protocol for RT-qPCR, which was carried out in triplicate for each sample with IQ SYBR Green Supermix (Biorad, Hercules, CA, USA) and gene-specific primers. The data was analyzed using the ΔΔC_t_ method on the BioRad CFX manager v1.5. The most stable housekeeping genes were selected by geNorm as normalizers for the Real-Time PCR experiments: chick G6PDH: 5′CGGGAACCAAATGCACTTCGT3′, 5′CGCTGCCGTAGAGGTATGGGA3′ and mouse *Gapdh:* 5′GGGATGCAGATCTTCGTGAAA3′; 5′CTTGCAGCAAAGATCAACCT3′. Chicken primers: COL4A1: 5′TGAAAGAGCACACGGTCAAG3′, 5′ATGGGTTCAGGAGTGGACAG3′; and COL4a2: 5′CCGGGTCGCAGCGTTAGCAT3′, 5′AGCCAGCCAGCCCTAGGTCC3′. Mouse primers; *Cd31* 5′GAAGTGTCCTCCCTTGAGCC′, 5′GGAGCCTTCCGTTCTTAGGG3′; *Tropoelastin:* 5′CAGTTCCACTC3′, 5′GATTCGGCGTC3′; *Nkx2.1*: 5′CAGTTCCACTCTGCAACGGA3′, 5′CGATTCGGCGTCGGCTGG3′; *Pdgfr-α*: 5′CCGGGTCGCAGCGTTAGCAT3′, 5′AGCCAGCCAGCCCTAGGTCC3′; *pSpc:* 5′TATGACTACCAGCGGCTCCT3′, 5′CCAGCTTAGAGGTGGGTGTG3′; *α-Sma:* 5′CCGGGTCGCAGCGTTAGCAT3′, 5′AGCCAGCCAGCCCTAGGTCC3′; *Sox9:* 5′AGGAAGTCGGTGAAGAACGG3′, 5′GGACCCTGAGATTGCCCAGAA3′. RT-qPCR mRNA expression was analyzed by the Wilcoxon rank-sum under the hypothesis of H1 = a < b. We reasoned H1 as RT-qPCR assay followed protein cell counting in which we already predicted that a < b (supporting data are available in Additional file 10).

### Tissue processing

Mouse embryos were fixed with 4 % paraformaldehyde in RNAse-free PBS overnight at 4 °C. Fixed embryos and harvested lungs were washed in PBS with 0.1 % Tween 20 (PBT) and either taken through a graded series of methanol/PBT washes or stored at –20 °C in 100 % methanol. General cytoarchitecture was primarily examined using H&E staining, on 5-μm paraffin sections prepared by standard protocols [72]. For semi-thin sections, lung samples were fixed in 4 % buffered glutaraldehyde followed by dehydration in graded ethanol, and the samples were embedded in a Polybed/Araldite 6500 mixture (Polysciences, Warrington, Pennsylvania, USA). The 1-μm thick semi-thin sections were stained with toluidine blue. The ultrathin sections were contrasted with uranyl acetate and lead citrate and studied with an H-7600 Hitachi electron microscope.

### Immunohistochemistry

Immunohistochemical staining was performed using standard techniques. Antigen retrieval was achieved by heat treatment in a microwave oven for 20 min at low power in 0.01 M sodium citrate buffer at pH 6. Before antibody incubation, peroxidase was quenched with H_2_O_2_. Biotinylated secondary antibody (Vector Laboratories Inc.) was used to localize antibody antigen complexes in the ABComplex/HRP detection system (Dako, Carpinteria, CA, USA) following the manufacturer′s directions. Antigen detection was enhanced with 3,3’-diaminobenzidine (Vector Laboratories Inc.). In tissue detected by fluorescence, secondary Alexa Fluor antibodies were used (Life Technology, Grand island, NY, USA). The following antibodies were used (full list of antibodies in the study): anti-α-SMA (1:200; rabbit polyclonal; Abcam, Cambridge, MA, USA), anti-prosurfactant protein C (1:400; rabbit polyclonal; Abcam), anti-Ki67 (1:200; rabbit polyclonal; Abcam), anti-mouse Ki67 (1:200; rat monoclonal; Affymetrix eBioscience, San Diego, CA, USA), anti-CD31 (1:25; rabbit polyclonal; Abcam), anti-PDGFR-α (1:50; rabbit polyclonal; SantaCruz, Dallas, TX, USA), anti-PDGFR alpha (1:50; rabbit polyclonal; ThermoFisher, Cambridge, MA, USA), anti-podoplanin (hamster monoclonal; SantaCruz), anti-TTF1 (mouse monoclonal; SantaCruz), anti-SOX9 (rabbit polyclonal; a generous gift from Dr. de Santa Barbara, University of Montpellier, France), anti-tropoelastin (1:150; rabbit polyclonal; a generous gift from Dr. Mecham, Washington University, St. Louis, USA), anti-HOP (1:100; rabbit polyclonal; SantaCruz); anti-E-Cadherin (1:100; mouse monoclonal; Abcam), anti-macrophage MAC (1:100; mouse monoclonal; Abcam), anti-ADFP (1:500; rabbit polyclonal; Novus Biologicals, Littleton, CO, USA), anti-integrin α2 (1:50; mouse monoclonal; SantaCruz), anti-human integrin α1 (1:50; goat polyclonal; R&D Systems, Minneapolis, MN, USA). Images were obtained using a Nikon Eclipse 80i microscope at 20, 40, or 100× magnification, and Spot Imaging software. Blinded epithelial cell counting was performed by two different individuals and analyzed with the ImageJ software. Epithelial counting was examined in a combination of *Col4a1*^*+/Δex41*^, *Col4a1*^*+/G394V*^ and *Col4a2*^*+/G646D*^ (n = 3) and control (n = 3) in technical triplicated and by two-tailed Student’s *t* test (supporting data are available in Additional file 10).

### In situ hybridization

A 561-bp segment of the *Col4a1* transcript (uc009kvb.2) was PCR amplified (PCR Master Mix, Promega, Madison, WI) with one set of exon-exon boundary overlapping primers, designed using Primer-BLAST [73], hosted in the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/). The purified PCR fragment was cloned into the pCR™II-TOPO® TA vector (TOPO® TA Cloning® Kit, Dual Promoter) (ThermoFisher, Life Technologies Corporation), and transformed into One Shot® TOP10 Chemically Competent Cells (ThermoFisher, Life Technologies Corporation). Transformed colonies on agar plates were selected by ampicillin resistance after one night at 37 °C. Sanger sequencing was used to determine the orientation of the insert after linearization of the vector with SpeI restriction digestion (New England Biolabs, Inc.). Sense and anti-sense Digoxigenin-11-UTP labeled probes (DIG RNA Labeling Mix, Sigma-Aldrich) were synthesized with SP6 and T7 RNA polymerases, respectively. In situ hybridization was performed using a technique minimally altered from previously published protocols [74] and developed using the BM purple AP substrate (Roche, Indianapolis, USA) as per the manufacturer’s instructions.

### Hart’s staining

Mice lung paraffin samples were dewaxed and incubated with Hart’s stain for 1 h. After the samples were washed with running tap water for 10 min and rinsed with distilled water, they were counterstained with Van Gieson’s Solution for 1 min. Samples were dehydrated in 95 % alcohol, cleared in Xylene, and mounted for analysis.

### Measurement of cell growth by methyl thiazol tetrazolium (MTT) assay

Cell proliferation and viability assays were evaluated by MTT assay; 96-well plates were coated with 0, 1 or 5 μg/mL human type IV collagen recombinant protein for 2 hours at room temperature (Millipore; Darmstadt, Germany). Following the manufacturer’s directions (Lonza Group Ltd, Basel, Switzerland), NHLFs were cultured at a density of 1000 cells/well in 100 μL growth medium and incubated at 37 °C, 5 % CO_2_ for 1, 3 and 5 days, when culture medium was aspirated and 10 % MTT [7.5 mg/mL 1× PBS] was added to the existing 100 μL growth FGM-2 media supplemented with FBS (Lonza, MD, USA). After incubation for 2 hours at 37 °C, the dissolving solution (70 % isopropanol, 0.028 % Triton-X 100, 0.0028 % HCL) was added for 15 min at room temperature. Absorbance at 595 nm was measured using a microplate reader (Molecular Devices, Sunnyvale, CA, USA). Experiments were conducted in technical triplicate and analyzed by two-tailed Student’s *t* test (supporting data are available in Additional file 10).

### Migration assay

Between 5000 and 6000 NHLF cells expressing α-SMA were plated in 12-well plates with silicone culture inserts (Ibidi, GmbH, Planegg, Germany) for 48 hours with either 5 μg/mL type IV collagen protein or 0.5 M acetic acid as a control. Inserts were removed, fresh treatment added, and cell migration monitored during 24 hours. Images of the different time points captured on a Nikon DS-QiMc camera using NIS-Elements BR 3.0. Quantification of cell invasion into the insert space was performed and compared using ImageJ software. Experiments were conducted three times (n = 3) in triplicate. Gap cell invasion was analyzed by two-tailed Student’s *t* test.

### Epithelial–mesenchymal co-culture

Human embryonic lung fibroblast MRC-5 cells (ATCC, VA, USA) and human lung carcinoma epithelial A549 cells (ATCC) were cultured in either DMEM or EMEM with 10 % FBS at 37 °C and 5 % CO_2._ Co-culture experiments followed published protocols [50] with minor modifications. Briefly, MRC-5 fibroblast cells were plated at high density and grown to confluence in EMEM for 5–6 days. A549 epithelial cells were added to MRC-5 cells at high density (250,000 cells per well in a 12-well plate) to ensure full coverage over the underlying MRC-5 cells. Co-culture was maintained in DMEM with 10 % FBS and changed to 2 % after plaiting the A549 cells.

Type IV collagen protein (5 μg/mL; EMD Millipore, Billerica, MA, USA) was added in solution after overnight attachment of A549 cells. Type IV collagen was added fresh every 2 days. After 5 days of treatment, samples were fixed, immunolabeled for alveolar markers and mounted for imaging using standard techniques. Nuclei were labeled with DAPI (Vectashield; Vector Laboratories Inc., Burlingame, CA, USA). Images were obtained using Nikon Eclipse TS100 at 4× magnification using NIS-Elements BR 3.0. Experiments were conducted in triplicate.

## Additional files

Additional file 1: Figure S1. Heatmap and volcano plot of microarray data. (A) Heatmap of differentially expressed genes across the four time points. Samples cluster according to time point (blue: E18, green: E16, red: E14 and yellow: E15). The unsupervised hierarchical clustering of all the transcripts forms six discrete groups. From top to bottom, cluster A (n = 190 chick transcripts) contains genes involved in neurogenesis, neuron differentiation and neuron projection morphogenesis; cluster B (n = 206) is enriched for hemostasis, coagulation and immune system process genes; cluster C (n = 42) contains various genes involved in miscellaneous processes; cluster D (n = 119) is characterized by angiogenesis, vascular development, endothelial and smooth muscle proliferation genes; cluster E (n = 84) groups genes, mostly transcription factors, with a role in organogenesis. Finally, cluster F (n = 18, indicated by the red asterisk) contains a limited number of genes involved in blood vessel morphogenesis and includes *Adam12*, *Col4a1*, *Col4a2*, *Crmp1*, *Emp1*, *Epas1*, *Fbln5*, *Meis1*, *Mgp*, *Podxl*, *Snai2*, and *Wnt11*. GO enrichment analyses were computed by the Panther Classification System, available at http://geneontology.org. GO annotations were retrieved after one-to-one conversion of chick to mouse orthologs by Ensembl Biomart, accessible at http://www.ensembl.org/biomart/martview. (B) A volcano plot was used to compare fold change from E14 to E18 of log2 normalized data (x-axis) and –log10 of the adjusted *P* value across the four time points, computed by limma. Transcripts with adjusted *P* values less than or equal to 0.05 and fold change greater than, or equal to, 1 are shown in green. The *Col4a1* and *Col4a2* transcripts are indicated by the red and blue squares (top right), respectively. (C) Bi-plot of the Principal Component Analysis results, conducted using the prcomp function to identify potential sample outliers. (TIF 16074 kb) Additional file 2: Figure S2. Histology and immunohistochemistry analyses of the distal epithelium of *Col4a1* ^*+/G394V*^ and *Col4a2* ^*+/G646D*^ mutants. (A, B) Hematoxylin and eosin staining shows thickened interstitium and the small primitive alveolar sacs in *Col4a1* and *Col4a2* mutant lungs. Immunohistochemistry of NKX2.1 (C, D), SOX9 (E, F) and PSPC (F, G) in *Col4a1* ^*+/G394V*^ and *Col4a2* ^*+/G646D*^ display clusters of the distal epithelium. Scale bars = 200 μm in A to G. (TIF 24701 kb) Additional file 3: Figure S3. (A–D) Histology of *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ and *Tie2-Cre; Col4a1* ^*+/Flex41*^ mutants, and (E–I) immunohistochemistry analysis of PDPL-pSPC, HOPX, α-SMA, tropoelastin, and elastin in *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^. (A, B) Hematoxylin and eosin shows that both *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ and *Tie2-Cre; Col4a1* ^*+/Flex41*^ mutants have simplified alveolarization. (C) *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ septa are thick and with numerous blood capillaries (arrowheads) and cells with lipid content (arrows). (D) *Tie2-Cre; Col4a1* ^*+/Flex41*^ septa are small and short with increases in blood capillaries (arrowheads), but not in cells with lipid content. (E) pSPC and PDPL co-staining shows a disorganized alveolar epithelium. (F) *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ display a decrease of type I pneumocytes as shown by nuclear staining of HOPX. (G–I) Abnormal localization of α-SMA, tropoelastin and elastin in the septa of *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ lungs*.* Scale bars = 200 μm in A and B, 35 μm in C and D, 50 μm in E, and 100 μm in F to I. (TIF 24706 kb) Additional file 4: Figure S4. Immunofluorescence of pSPC, ADFP and MAC in *Col4a1* ^*+/∆ex41*^, *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^, and *Tie2-Cre; Col4a1* ^*+/Flex41*^. (A, D, G–J) pSPC normal localization at P6 (A) and P30 (G) is spread throughout the lung alveoli, while in P6 and P30 *Col4a1* ^*+/Flex41*^ (D, H) and in P30 *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ (I) it is patchy and a slightly increased. This patchy *Col4a1* ^*+/∆ex41*^ and *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ distribution of pSPC is not observed in *Tie2-Cre; Col4a1* ^*+/Flex41*^ (J). (E, L, M) Lipofibroblast staining with ADFP marker shows increased of ADFP^+^ cells in P6 and P30 *Col4a1* ^*+/∆ex41*^ (E, L) and in P30 *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ (M) lungs compared with normal lungs (B, K). (N) *Tie2-Cre; Col4a1* ^*+/Flex41*^ displays decreased ADFP^+^ cells. (C, F) Decrease of MAC^+^ cells in *Col4a1* ^*+/∆ex41*^ (F) at P6, but not as clear at P30 (O–R). Scale bars = 200 μm in A to J and O to R, 100 μm in K to N. (TIF 24708 kb) Additional file 5: Figure S5. (A–F) Immunohistochemistry analyses of E16.5 *Col4a1* ^*+/Δex41*^. (A, B) Double immunofluorescence Ki67 and NKX2.1 in *Col4a1* ^*+/Δex41*^ and wild type lungs show no differences in overall proliferation. Mutants display no differences in SOX9 (C, D), pSPC and NKX2.1 (E, F), CD31 and NKX2.1 (G, H), α-SMA and E-CAD (I, J), or HOPX (K, L) localization. Scale bars = 100 μm in A and B, 200 μm in C to L. (TIF 24679 kb) Additional file 6: Figure S6. Immunofluorescence of PDPL and CD31 *Col4a1* ^*+/G394V*^, *Col4a2* ^*+/G646D*^ mutants, and *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^. (A, B) PDPL and CD31 staining shows vascular disorganization around collapse saccules in *Col4a1* ^*+/G394V*^ (A) and *Col4a2* ^*+/G646D*^ (B). This disorganization is also observed in P30 *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ (C, D). Scale bars = 100 μm in A and B, 200 μm in C. (TIF 24703 kb) Additional file 7: Figure S7. Immunohistochemistry of PDGFRα, α-SMA, tropoelastin, and elastin in *Col4a1* ^*+/G394V*^ and *Col4a2* ^*+/G646D*^ lungs. *Col4a1* and *Col4a2* mutant lungs exhibit a decreased and patchy distribution of PDGFRα (A, B), SMA-α (C, D), and tropoelastin expression (E, F). Elastin fibers are atypical and decreased in *Col4a1* ^*+/G394V*^ (G) and *Col4a2* ^*+/G646D*^ (H) lungs. Scale bars = 100 μm in A to H. (TIF 24703 kb) Additional file 8: Figure S8. PDGFRα localization in P30 mutant lungs. (A–D) At P30, *Col4a1* ^*+/Δex41*^ (B) has fewer PDGFRα^+^ cells compared to normal (A), *R26-Cre* ^*ER*^ *; Col4a1* ^*+/Flex41*^ (C) and *Tie2-Cre; Col4a1* ^*+/Flex41*^ (D) lungs. Scale bars = 100 μm in A to D. (TIF 24700 kb) Additional file 9: Figure S9. (A, C) ITGA2 and ITGA1 localization in normal lungs. (A–C) During development, at E18.5, ITGA2 displays epithelial localization that partially co-localizes with pSPC (A, B). At P30, ITGA1 expression is co-stained with CD31, marking the vasculature (C). Scale bars = 100 μm in A–C. (TIF 24700 kb) Additional file 10. Supporting data.

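Over all transcripts, the mean silhouette width of the 12 arrays by stage, on a distance of 1 minus the Pearson correlation, was -0.051. A silhouette width runs from -1 to 1 and is positive where an array is closer to its own stage than to any other. The value was higher than most values under shuffled stage labels (permutation test with 100000 resamples, one-sided p = 0.0297). The width of single arrays was between 0.476 and 0.538 at E14 and was negative for the 3 arrays at E15, E16 replicate 2 and E18 replicate 1. Average-linkage clustering into 4 groups left 9 arrays in 1 group and E15 replicate 3, E18 replicate 2 and E18 replicate 3 each alone. Over the transcripts called by the one-way ANOVA, which were selected for a difference between stages, the mean silhouette width was 0.513. With 1 array left out in turn, the value over all transcripts ran from -0.113 without E14 replicate 1 to 0.057 without E18 replicate 1. The permutation p was between 0.0540 and 0.124 without any 1 of the arrays of E14, without E16 replicate 2 or 3 and without E18 replicate 2 or 3, and was 0.0843 over the 1000 most variable transcripts. Over the transcripts called, the 3 arrays at E16 formed a group, the arrays at E14 and E15 shared a group of 6, and E18 was parted into a group of 2 and a single array.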

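With the moderated F-test of limma, 684 transcripts had an adjusted p of at most 0.05 and a log2 fold change between E14 and E18 of at least 1 in size, 364 of them higher and 320 lower at E18. The adjusted p of the F-test was 0.00382 for both transcripts, those matched to COL4A1 and to COL4A2. Ordered by the p of the F-test they were at ranks 67 and 76 of all transcripts. The number past both thresholds was 6365 without E18 replicate 1, 209 without E18 replicate 2, and between 246 and 447 without any 1 of the arrays of E14, E15 replicates 1 and 2 or E16 replicates 1 and 2.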

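The first principal component of the 12 arrays over all transcripts held 68.5% of the variance and the second 7.8%. On the first component E18 replicate 3 was at 214.5, E18 replicate 2 at 116.0, E15 replicate 3 at 62.4 and E16 replicate 1 at 11.3, while the other 8 arrays lay between -63.1 and -25.4, among them E18 replicate 1. The 3 arrays at E18 thus covered most of the range of this component. The 4 arrays above 0 were those with the lowest SD of their log2 values. The paper's text reports no array as left out.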

How the deposited data were processed for this re-analysis (not part of the article)

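RNA of whole chick lung at embryonic days 14, 15, 16 and 18, with 3 samples at each stage, was measured on custom NimbleGen arrays. The labels of the samples give the stage and the replicate of each. Whether a sample came from one embryo or from a pool is not given in the paper's text or in the labels.

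The authors normalized the scans by Robust Multi-array Analysis and deposited log2 values, 1 per transcript and array, for 21390 Ensembl transcript identifiers and 1 random-sequence control. The array software is named as DNASTAR ArrayStar, and the paper's text does not name its version, the Ensembl release or the number of probes per transcript. The medians of the arrays lay between 10.6 and 10.8. No normalization was added for the reported values. The raw scans were not analysed here, so the background step could not be changed.

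The log2 values were analysed in R 4.3.3 with limma 3.58.1. A mean per stage was fitted to all 12 arrays, which gives 8 residual degrees of freedom. Transcripts were called across the 4 stages by the moderated F-test, and between E14 and E18 and between neighbouring stages by contrasts of the same fit, each with Benjamini-Hochberg adjustment over 21390 transcripts and a threshold of 0.05. The second volcano threshold was a log2 fold change of 1 in size. The methods' one-way ANOVA was run on the same values. Single transcripts were also tested by an exact permutation test of the 3 arrays at E18 against the 3 at E14, which cannot give a two-sided p below 0.1. The grouping of the arrays by stage was tested by the mean silhouette width with 100000 permutations of the stage labels. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for this test and for the plots.

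The fit was tested on simulated data made from the means and spreads of the 21390 transcripts, with 200 of them changed at E18. The moderated F-test recovered 77 of the 200 with 5 false calls, the contrast between E14 and E18 recovered 82 with 7 false calls, and the one-way ANOVA recovered 64 with 1 false call.

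The tests, thresholds, genes and most alternatives were fixed before the data were examined. The genes were COL4A1 and COL4A2, the 11 genes of Fig. 1B, the genes the legend of Additional file 1 names for its cluster F, the members of hand-written marker lists, and the transcripts with the largest changes where a table names them, all to be matched by gene symbol. The deposited table and the gene table used here, of a later assembly, do not pair the transcript identifiers with symbols, and no transcript was matched in this way. The match to the values printed in Fig. 1B was added after the data were examined and departs from that rule. It rests on a fold change and a p read from the figure, and 24 combinations of the fold scale, the form of the p and the tolerance were tabulated. Of these, 5 gave 1 transcript for 9 genes, and on the linear scale no more than 3 genes were matched. Values of the 9 named transcripts are thus the deposited values of the transcripts that carry the figure's numbers, and the names are only as sure as this match. CAV is written as the figure prints it. Genes outside the 9, the other genes of cluster F and the marker lists were not analysed here, and neither were the GO categories and mouse orthologs.

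The alternatives were median centring, cyclic loess, quantile normalization, leaving out the third of transcripts with the lowest mean, an intensity trend with robust variances, array weights, the replicate number as a block, each array left out in turn, the one-way ANOVA, a linear trend over embryonic day, a fit of only the 2 stages compared, a Euclidean distance or the 1000 most variable transcripts for the silhouette, an adjusted p of at most 0.01 and no adjustment. The SD of each array as a covariate, the control kept among the transcripts, the silhouette over transcripts called by the one-way ANOVA and the ranking by size under the settings of the fit were added after the data were examined. The paper's qPCR values were read from Additional file 10.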

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

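All tests of explanations in this part were chosen after the result was seen. Each pattern lies in transcripts outside the 9 matched to genes of Fig. 1B, and whether the paper names any of their genes is not known, since the transcripts carry no gene names. Their high values stood above the random-sequence control, which read between 4.40 and 5.17.

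A set of 25 transcripts, among them ENSGALT00000036310, was high on 8 arrays and low on 4. They are the largest set with the same pattern among 64 transcripts whose 12 values leave a gap of at least 3 log2 units. Their median was between 13.61 and 14.05 on the 3 arrays at E14, E15 replicate 3, E16 replicates 1 and 2 and E18 replicates 1 and 3. It was 6.21 and 6.26 on E15 replicates 1 and 2, 6.25 on E16 replicate 3 and 5.16 on E18 replicate 2. Embryonic stage as the cause is argued against, since 3 of the 4 stages had arrays in both states. The sex of the embryos, or another inherited difference, is a candidate explanation. The states were at least 3.17 log2 units apart in each of these transcripts, but the transcripts were chosen for a gap and their chromosomes and the sex of the embryos were not used here, so it cannot be told apart from a mix-up of samples or a difference in processing.

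E16 replicate 3 had 64 transcripts at least 16-fold above both other E16 arrays, and E14 replicate 2 had 49 above both other E14 arrays, with 17 transcripts in both sets. E15 replicate 3 had more, 241, and E18 replicate 1 had 146 that were 16-fold below both other E18 arrays. The other arrays had 12 or fewer above both others of their stage. Of those in E16 replicate 3, 47 were not in the set of E14 replicate 2. Their median was 13.66 on E16 replicate 3, 7.78 and 6.16 on E16 replicates 1 and 2, and between 5.97 and 11.16 on the other arrays, with the highest of these on E18 replicate 3. RNA of another tissue carried into the lung sample is a candidate explanation for the 64 transcripts. No list of marker genes was applied, since the gene table used here does not pair the transcripts with names. This explanation thus cannot be told apart from other differences between single samples. No explanation was tested for the 49 in E14 replicate 2. Embryonic stage was not tested for these sets, since they were chosen for a difference within a stage, and no other biological explanation was tested.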

How the results depend on the processing

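The SD of each array as a covariate, the control kept among the transcripts, the silhouette over transcripts called by the one-way ANOVA, the ranking by size under other settings and the count of other splits of the arrays were chosen after the results were seen, and the other settings before.

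For the transcripts matched to COL4A1 and COL4A2, the rise from E14 to E18 kept its direction and an adjusted p under 0.05 in every setting run, and an unadjusted p under 0.05 with the one-way ANOVA without adjustment. The log2 fold change of COL4A1 was between 1.11 and 1.24 over the settings that keep all arrays and between 1.08 and 1.16 with 1 array left out. That of COL4A2 was between 1.14 and 1.29, and between 1.12 and 1.15. Their adjusted p ran from 2.42e-07 and 2.85e-07, both with array weights, to 0.0486 and 0.0443, both with only the 2 stages compared. The number of transcripts that rose more than COL4A1 and COL4A2, 3297 and 3224, was 765 and 734 without the dimmest transcripts and 704 and 744 with array SD as a covariate. It was between 2476 and 3300 over the other settings that keep all arrays. With 1 array left out it ran from 2160 and 2177 without E18 replicate 3 to 4161 and 4017 without E18 replicate 1. The cause was not tested, and leaving out the dimmest transcripts also leaves fewer to compare. Among the other 7 named transcripts, 3 lost an adjusted p under 0.05 with only the 2 stages compared and in no other setting run.

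The counts of transcripts depended on the processing, and the cause was not tested except where the setting itself changes the threshold or the number of arrays. Across the 4 stages the main count was 943. It was 1835 with cyclic loess, 1554 without the dimmest transcripts, 1477 with an intensity trend and robust variances, 17760 with array weights, 7111 with a linear trend over embryonic day, 154 at an adjusted p of at most 0.01, 5273 without adjustment, 4894 with the one-way ANOVA without adjustment and 505 with array SD as a covariate. The 505 included 376 of the 943. Between E14 and E18 the main count was 4155, and it was 16729 with array weights, 211 with only the 2 stages compared, 665 at an adjusted p of at most 0.01, 9773 without adjustment and 1020 with array SD as a covariate. Past both volcano thresholds there were 684 transcripts, 6477 with array weights, 148 at an adjusted p of at most 0.01 and 393 with array SD as a covariate.

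Between E14 and E15 limma called 0, with 1 under array weights and 202 without adjustment. Between E15 and E16 it called 1, with 10 under cyclic loess, 463 under array weights, 0 with only the 2 stages compared, 0 at an adjusted p of at most 0.01, 860 without adjustment and 15 with array SD as a covariate. Between E16 and E18 it called 70, with 244 under cyclic loess, 149 without the dimmest transcripts, 14338 under array weights, 0 with only the 2 stages compared, 4 at an adjusted p of at most 0.01, 5788 without adjustment and 13 with array SD as a covariate. The estimation of the array weights did not converge and gave E18 replicate 2 a weight of 857, and the counts under array weights rest on it.

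Leaving out 1 array moved the count across the stages by over 1.5 times for 10 of the 12 arrays. It was 343, 305 and 268 without E14 replicates 1, 2 and 3, 365 and 351 without E15 replicates 1 and 2, 531, 410 and 588 without E16 replicates 1, 2 and 3, 8558 without E18 replicate 1 and 224 without E18 replicate 2. It was 891 without E15 replicate 3 and 1122 without E18 replicate 3. All of the 943 were among the 8558, and 217 of them were among the 224. For E14 against E18 the count was 1081, 1080 and 945 without E14 replicates 1, 2 and 3, 2524 without E15 replicate 1, 2588, 2480 and 2642 without E16 replicates 1, 2 and 3, 11895 without E18 replicate 1 and 1480 without E18 replicate 2. Past both volcano thresholds the count was 317, 283 and 246 without E14 replicates 1, 2 and 3, 326 and 323 without E15 replicates 1 and 2, 447 and 362 without E16 replicates 1 and 2, 6365 without E18 replicate 1 and 209 without E18 replicate 2. Between E15 and E16 it was 6 without E16 replicate 3, 5 without E18 replicate 3, 2 without E18 replicate 2, 1 without E14 replicate 1 or 2 or E18 replicate 1, and 0 without any 1 of the other arrays. Between E16 and E18 it was 26, 33 and 32 without E14 replicates 1, 2 and 3, 30 and 35 without E15 replicates 1 and 2, 3 and 7 without E16 replicates 2 and 3, 9523 without E18 replicate 1 and 6 without E18 replicate 2. Between E14 and E15 it stayed 0. Fewer arrays also give fewer degrees of freedom.

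The scaling moved the share of calls in each direction. Of the calls across the stages, 49.1% were higher at E18 as deposited and 62.6% after cyclic loess. Of those between E14 and E18, 35.2% were higher as deposited, 45.4% after median centring and 51.9% after cyclic loess. The median change of all transcripts between these stages was -0.171 as deposited, -0.046 after median centring, 0.004 after cyclic loess and -0.152 after quantile normalization, and changes are relative to this shift.

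The mean silhouette width by stage was -0.051 (permutation p = 0.0297). It was 0.034 (permutation p = 0.00927) without the dimmest transcripts and 0.513 (permutation p = 6e-05) over the transcripts called by the one-way ANOVA, which were selected by stage. Over the 1000 most variable transcripts it was -0.050 (permutation p = 0.0843). With 1 array left out it ran from -0.113 without E14 replicate 1 (permutation p = 0.124) to 0.057 without E18 replicate 1 (permutation p = 0.00306). Its permutation p was 0.0847 and 0.114 without E14 replicates 2 and 3, 0.0540 and 0.0541 without E16 replicates 2 and 3, and 0.0726 and 0.0947 without E18 replicates 2 and 3. The cause was not tested.

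The replicate numbers did not pair the samples. Of 18 same-numbered pairs of arrays from different stages, 3 had deviations from their stage means with a correlation over 0.1, and the correlations ran from -0.616 to 0.685. With the replicate number as a block, 396 transcripts were called across the stages, 360 passed both volcano thresholds, 6 were called between E15 and E16 and 15 between E16 and E18.

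Whether chance can be excluded was examined by regrouping the arrays. Of 100 splits of the 12 arrays into 4 groups of 3, the real one included, 1 gave as many as 943 calls. For the 684 past both thresholds it was also 1. This argues against chance for these counts but does not exclude it, since only 100 of the possible splits were drawn and 1 other came close. The highest counts of the other splits were 862 and 565. For the comparisons of 3 arrays against 3 there are 10 splits, too few for a share under 0.1, so regrouping cannot decide whether chance can be excluded there. As many calls came from 1 of them for E14 against E18, where each of the others gave 0, from 10 for E14 against E15, from 2 for E15 against E16 and from 1 for E16 against E18, where each of the others gave 0.

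The gene list tests, with camera and with fry, and the mean over several transcripts of a gene were not run, as transcripts are not paired with gene names. Array weights and the replicate block do not apply to the silhouette. The background of single transcripts was not analysed here, and dim transcripts were judged only by their mean.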

Differences from the paper's values

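The paper reports 892 transcripts across the stages, and the moderated F-test called 943, which is not a difference by the measure used here. The paper's 892 was reached by the methods' one-way ANOVA with Benjamini-Hochberg adjustment, and 891 by the F-test without E15 replicate 3, both set before the data were examined. The paper's text gives the threshold as a P without naming an adjustment, and the one-way ANOVA without adjustment called 4894.

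Of the 11 pairs of values printed in Fig. 1B, 9 matched a transcript. For CP and NTRK2 no transcript held both printed values in the version of the match used here, which was chosen after the values were seen.

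The introduction places COL4A1 and COL4A2 among the genes with the strongest upregulation. The abstract and the legend of Fig. 1B speak of their significance, which the ranks by p address. By the size of the rise from E14 to E18, 3297 and 3224 of all transcripts rose more than those matched to COL4A1 and COL4A2. Among the transcripts called by the one-way ANOVA, 222 and 212 rose more. By the p of the moderated F-test, 44 and 48 rising transcripts were ahead, and by that of the one-way ANOVA 5 and 8. The ranking by size depended on the setting, a test chosen after the values were seen. Without the dimmest transcripts 765 and 734 rose more, which also reflects the fewer transcripts compared, with array SD as a covariate 704 and 744, without E18 replicate 3 2160 and 2177, and without E18 replicate 1 4161 and 4017. A further limit is that the highest value on any array was 2.23 and 2.90 log2 units above the E14 means of the 2 transcripts.

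The legend of Additional file 1 says that samples group by time point in the heatmap of differentially expressed genes. Over the transcripts called by the one-way ANOVA, clustering into 4 groups put the arrays of E14 and E15 in 1 group of 6 and parted E18, while the mean silhouette width was 0.513 and E15 replicate 2, at -0.08, was the only array below 0. Over all transcripts the mean was -0.051. A cut into 4 groups does not show whether each stage forms a branch of its own within the tree. The linkage of the paper's heatmap is not given in its text, and its transcripts may differ from those used here.

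The key of Fig. 1C gives the color of the upper curve to COL4A2, whereas in the paper's Additional file 10 the higher values are those of COL4A1, with a mean of 101.9 at the last stage against 15.26 for COL4A2.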

Other observations

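All tests in this part were chosen after the result was seen. The names of the transcripts rest on the match to the values printed in Fig. 1B. That these 9 matches are coincidence is argued against, since 3 of 110 mismatched pairs of a fold change and a p had a transcript, and some of these pairs hold p values that lie close together.

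The deviation of single arrays from the other arrays of their stage was related to the change between E14 and E18, which shares no array with E15 or E16. Across transcripts, which are not independent replicates, the correlation with this change was 0.748 for E15 replicate 3 and 0.596 for E16 replicate 1. It was -0.577 and -0.683 for E15 replicates 1 and 2 and -0.470 and -0.111 for E16 replicates 2 and 3. The 3 values of a stage are not independent, since each array is set against the others. Compression that depends on brightness alone is argued against, since the correlation for E15 replicate 3 was 0.686 after the median of 20 brightness bins was removed. That some arrays were further along in development is a possible explanation. The deviations of the E15 and E18 arrays had correlations with the change from E14 to E16 of up to 0.422 in size, for E15 replicate 3, but the E16 arrays differ among themselves in the same direction, so it cannot be told apart from differences in RNA or labelling. For the 672 transcripts that rose by at least 1 log2 unit from E14 to E16, the median deviation was -1.18, -1.13 and 2.36 on E15 replicates 1, 2 and 3 and -3.05, 0.60 and 2.27 on E18 replicates 1, 2 and 3. For the 269 that fell by as much, it was 0.15, 0.25 and -0.39 on the E15 arrays and -0.35, -0.35 and 1.08 on the E18 arrays, in the same order. The deviations of both sets go in the direction of the change on E15 replicate 3 and E18 replicate 2, and against it on E15 replicates 1 and 2. On E18 replicate 3 only those of the risen set go in its direction, and on E18 replicate 1 only those of the fallen set.

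A difference in array SD as the whole cause of the rise of the 2 collagen transcripts is argued against. With array SD as a covariate, the log2 fold change was 1.16 for COL4A1 and 1.14 for COL4A2, and both kept an adjusted p under 0.05 by limma, while the number of transcripts called between E14 and E18 fell from 4155 to 1020.

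The arrays gave a smaller fold change than the paper's qPCR. The upper end of the array scale is a candidate explanation that stays open. The highest value on any array was 2.23 log2 units above the E14 mean of COL4A1 and 2.90 above that of COL4A2, where the paper's qPCR rose by 3.56 and 3.13 at the last stage. At the second stage the paper's qPCR rose by 1.62 and 1.51, within that range, and the arrays rose by 0.68 and 0.72.

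A set of 10 transcripts, among them ENSGALT00000007291, was at least 16-fold above both other arrays of the stage on E14 replicate 2, E15 replicate 1 and E16 replicate 3. Their medians there were 13.65, 12.42 and 12.95, and on the other arrays between 6.77 and 9.33. No explanation was tested.

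The primer pair the methods list for chick COL4A2 is identical to the pair listed for 2 mouse assays, Pdgfr-α and α-Sma.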
